# Inhibitor of DNA Binding 4 (ID4) Is Highly Expressed in Human Melanoma Tissues and May Function to Restrict Normal Differentiation of Melanoma Cells

**DOI:** 10.1371/journal.pone.0116839

**Published:** 2015-02-02

**Authors:** Yuval Peretz, Hong Wu, Shayan Patel, Alfonso Bellacosa, Richard A. Katz

## Abstract

Melanoma tissues and cell lines are heterogeneous, and include cells with invasive, proliferative, stem cell-like, and differentiated properties. Such heterogeneity likely contributes to the aggressiveness of the disease and resistance to therapy. One model suggests that heterogeneity arises from rare cancer stem cells (CSCs) that produce distinct cancer cell lineages. Another model suggests that heterogeneity arises through reversible cellular plasticity, or phenotype-switching. Recent work indicates that phenotype-switching may include the ability of cancer cells to dedifferentiate to a stem cell-like state. We set out to investigate the phenotype-switching capabilities of melanoma cells, and used unbiased methods to identify genes that may control such switching. We developed a system to reversibly synchronize melanoma cells between 2D-monolayer and 3D-stem cell-like growth states. Melanoma cells maintained in the stem cell-like state showed a striking upregulation of a gene set related to development and neural stem cell biology, which included SRY-box 2 (SOX2) and Inhibitor of DNA Binding 4 (ID4). A gene set related to cancer cell motility and invasiveness was concomitantly downregulated. Intense and pervasive ID4 protein expression was detected in human melanoma tissue samples, suggesting disease relevance for this protein. SiRNA knockdown of ID4 inhibited switching from monolayer to 3D-stem cell-like growth, and instead promoted switching to a highly differentiated, neuronal-like morphology. We suggest that ID4 is upregulated in melanoma as part of a stem cell-like program that facilitates further adaptive plasticity. ID4 may contribute to disease by preventing stem cell-like melanoma cells from progressing to a normal differentiated state. This interpretation is guided by the known role of ID4 as a differentiation inhibitor during normal development. The melanoma stem cell-like state may be protected by factors such as ID4, thereby potentially identifying a new therapeutic vulnerability to drive differentiation to the normal cell phenotype.

## Introduction

Malignant melanoma is a potentially deadly type of skin cancer that occurs as a result of melanocyte transformation [1]. Although melanoma is relatively rare, it has become a major concern due to an increased incidence over the past two decades. In the early stages, melanoma is generally curable with surgical intervention, yet once metastasized to organ sites, the prognosis becomes very poor. As melanoma is highly resistant to many conventional therapies, there is an urgent need for new diagnostic, prognostic, and treatment approaches. The genetic lesions in melanoma, including NRAS and BRAF mutations, are well characterized, and activated BRAF kinase has been demonstrated to be an effective drug target for melanoma therapy [2]. However, acquired drug resistance to this class of inhibitor has been described [3]. Beyond targeting genetic lesions, an immunomodulatory approach for melanoma treatment has recently shown exciting promise [4].

Cellular phenotypic heterogeneity underlies difficulties in melanoma diagnoses and treatment, and may impact the aforementioned emerging therapies [5–7]. The mechanisms by which such heterogeneity arises in melanoma are the subject of intense research. Over the past decade, the cancer stem cell (CSC) model has emerged in relation to the basic nature of cancer, as well as to explain tumor heterogeneity. The model states that CSCs function to initiate and sustain heterogeneous tumors through hierarchical cell division processes reminiscent of normal stem cell differentiation [8]. The main features of the model are that CSCs represent only a small fraction of tumor cells (ca. 0.5% to 5.0%), have an endless capacity to self-renew, and are fully responsible for the growth of tumors. Significant support for the CSC model has emerged [9]. However, there is a controversy as to whether melanoma follows the CSC model [10–16]. Recent studies have indicated that melanoma tumors are highly enriched (> 20%) with cells capable of initiating and maintaining heterogeneous tumors, a fraction that is inconsistent with the CSC model [13,14]. The term “tumor-initiating cells” (TICs) [17] has been used to more accurately describe cells capable of forming heterogeneous tumors, without any assumptions as to whether the cells display the hallmarks of stem cells, such as self-renewal and asymmetric division. To explain tumor heterogeneity in the absence of a hierarchical CSC model, it has been proposed that heterogeneous melanoma tumors can be formed from single TICs through epigenetic processes: reversible phenotypic plasticity, or phenotype-switching [7,13–16].

A further complication of the models for melanoma heterogeneity is that melanoma tumors can display pervasive stem cell-factor expression, and “stem cell-like” cells can be detected [13,18–20]. These findings raise questions regarding the function of these stem cell-like cells in melanoma, if not as CSCs. One explanation for the presence of stem cell-like cells is that the melanoma disease process exploits the developmental program [18,21]. Alternatively, melanoma cells may be able to acquire stem cell-like properties in order to provide an intermediate state for regenerating heterogeneity [22,23]. Epigenetic plasticity of melanoma cells, including acquisition of stem cell-like behavior, can indeed be triggered by the cellular microenvironment, potentially providing extraordinary adaptability [21,24,25].

Based on our interest in epigenetic networks [26], we sought to develop a tissue culture system to identify regulatory factors that might play a functional role in epigenetic-based, reversible phenotype-switching between the proliferative melanoma cancer cell state and the stem cell-like state. To this end, we have adapted features of the melanoma 3-dimensional (3D) spheroid cell culture system [27]. Spheroids have been explored as models for tumor mimicry, tumorgenic capacity, heterogeneity, drug resistance, and differentiation capability of cancer cells [28]. Furthermore, CSCs are frequently propagated as spheroids. We developed an experimental strategy to monitor reversible transitions from proliferative melanoma cell monolayer growth to stem cell-like 3D-spheroid growth. By comparing the transcriptomes of cells grown under these two conditions, we identified an upregulated neural progenitor gene expression profile in spheroids that included Inhibitor of DNA Binding 4 (ID4), a transcription factor. Here we show that high levels of ID4 protein are present in human melanoma tissue samples and siRNA-based knockdown of ID4 in cultured melanoma cells promoted progression to a highly differentiated, more normal cell state. Our findings support a model whereby melanoma stem cell-like cells can be pervasive, and serve as advantageous plastic intermediates, possibly for generating heterogeneous tumor cells; furthermore, the stem cell-like state must be protected by factors such as ID4 that prevent normal differentiation.

## Materials and Methods

### Ethics Statement

The study was reviewed by the Fox Chase Cancer Center Institutional Review Board and received exempt status, IRB# 11–846.

### Cell Culture

MNT-1 cells [29] were provided by Michael Marks (University of Pennsylvania) and cultured in DMEM media supplemented with 20% Hyclone FCS (Thermo Scientific, Pittsburgh, PA), 10% AIM V (Life Technologies, Carlsbad, CA), sodium pyruvate, nonessential amino acids, and L-glutamine. The 1205Lu [30] and 451Lu [31] cells were obtained from Meenhard Herlyn (Wistar Institute), and C8161 [32] cells were obtained from Mary Hendrix (Northwestern University). SK-MEL-28 cells [33] were obtained by the Fox Chase Cancer Cell Culture Facility as part of the NCI 60 cell line panel. The1205Lu, 451Lu, C8161 and SK-MEL-28 cells were cultured in RPMI-1640 media supplemented with 10% FCS. For propagation under stem cell conditions, hESC media was prepared by supplementing DMEM/F-12 with 20% KnockOut Serum Replacement (cat. no. 10828-028, Life Technologies, Carlsbad, CA), nonessential amino acids, 0.5X L-glutamine and 0.1 mM 2-mercaptoethanol. Stemgent NutriStem XF/FF Culture Medium (cat. no. 01-0005) also promoted 1205Lu spheroid/MB formation.

### Immunocytochemistry

Cells were fixed in 4% paraformaldehyde in PBS for 15 minutes, and then washed with ice cold PBS. Cells membranes were permeabilized using 0.25% Triton X-100 (10 minutes), followed by washing with PBS. Samples were blocked with 1% BSA in PBS-Tween 20 for 60 minutes, and then incubated for 1 hour with primary antibody diluted (1:200–1:500) in DaVinci Green Diluent (cat. no. PD900, Biocare Medical, Concord, CA). The following primary antibodies were used: mouse anti-TUJ-1 (cat. no. sc-58888, Santa Cruz Biotechnology, Santa Cruz, CA), rabbit anti-Sox2 (cat. no. sc-20088, Santa Cruz Biotechnology), rabbit anti-ID4 (cat. no. sc-13047, Santa Cruz Biotechnology), rabbit anti-Notch1 (cat. no. 07-1232, EMD Millipore, Billerica, MA), mouse anti-Nestin (cat. no. MAB5326, EMD Millipore, Billerica, MA). Samples were then washed in PBS and incubated with Molecular Probes secondary antibodies (Life Technologies, Carlsbad, CA): Alexa Fluor 488 goat anti-rabbit (cat. no. A11001), Alexa Fluor 488 goat anti-mouse (cat. no. A11008), and Alexa Fluor 555 donkey anti-rabbit (cat. no. A31572). Secondary antibodies were diluted in DaVinci Green Diluent (1:500) and incubation was for 60 min. After final washing in PBS, images were captured using an Olympus IMT-2 microscope.

### Immunohistochemistry (IHC)

Tissue microarray (TMA) slides were prepared from anonymized samples procured at Fox Chase Cancer Center in accordance with the policies of the Fox Chase Cancer Center Internal Review Board. Slides were prepared using formalin-fixed paraffin-embedded samples. TMA slides were baked at 60°C for 1 hour, deparaffinized with xylene, and hydrated with graded ethanol to double-distilled water (ddH_2_0). Antigen was retrieved by immersing the slides in 0.1M citrate buffer, followed by boiling and washing in ddH_2_0. Endogenous peroxidase was quenched using 3% hydrogen peroxide (Sigma-Aldrich, St. Louis, MO) in methanol for 10 min. After washing in ddH_2_0, slides were placed in TBS-Tween 20 (TBST). Slides were then blocked in Background Sniper (cat. no. BS966, Biocare Medical, Concord, CA), followed by incubation with the primary anti-ID4 antibody (cat. no. sc-13047, Santa Cruz Biotechnology, Santa Cruz, CA) diluted in DaVinci Green Diluent (1: 500). After an overnight incubation at 4°C, slides were washed and then incubated with MACH 4 universal HRP-polymer detector (cat. no. M4U534, Biocare Medical, Concord, CA) for 30 min and then washed with TBST. Slides were then incubated with a DAB solution (cat. no. DB801, Biocare Medical, Concord, CA) for 2 min and washed with ddH_2_0. Slides were counterstained with CAT Hematoxylin (cat. no. CATHE, Biocare Medical, Concord, CA) for 30 sec and then washed with ddH_2_O. After dehydration with ethanol and clearing with xylenes, the slides were mounted with Permount (cat. no. S70104, Thermo Scientific, Pittsburgh, PA).

### SiRNA Knockdown Experiments

Cells were plated in a 96-well plate (1.5–2 × 10^4^ cells per well). The next day, an siRNA pool mix (i.e. a mixture of four independent siRNAs) was applied in a 100 μl OPTI-MEM media solution (cat. no. 31985, Life Technologies, Carlsbad, California) consisting of 100 nM siRNAs, plus 0.3 μl of Dharmafect 1 transfection reagent (cat. no. T-2001, Thermo Scientific, Pittsburgh, PA). For single siRNAs, a 25 nM to 50 nM final siRNA concentration was used. Cells were incubated with siRNAs for 48 hours, and then cultured in hESC or RPMI-1640 10% FCS media. All siRNAs were purchased from Qiagen, Valencia, CA.: ID4 (cat. no. Hs_ID4_4/5/6/7), Sox2 (cat. no. Hs_Sox2_4/5/6/7), Notch1 (cat. no. Hs_Notch1_1/2/3/4).

### Lentivirus Vector shRNA Infections

Lentiviral transduction particles (Mission) were purchased from Sigma-Aldrich, Saint Louis, MO. For targeting ID4 (shRNA vector cat. no. SHCLNV-NM_001546), the following individual shRNA particle preparations were used (Sh*ID4*#1 TRCN0000017323, Sh*ID4*#2 TRCN0000017326, Sh*ID4*#3 TRCN0000017327). Particles encoding a nonspecific shRNA (cat. no. SHC002V) were used as a control. For transduction, cells were plated in 48-well dishes (5 × 10^4^ cells per well) and were left to adhere overnight. Next, 2 × 10^6^ TU/ml viral particles were added to 200 μl of OPTI-MEM containing Hexadimethrine (cat. no. H9268, Sigma-Aldrich, Saint Louis, MO) to a final concentration of 5 μg/ml. Cells and viral particles were incubated for 6 hours at 37°C and the infection mix was replaced by OPTI-MEM for another 18 hours. Next, cells were cultured in RPMI-1640 supplemented with 10% FCS for four days, at which time puromycin was added at a final concentration of 1 μg/ml for selection of shRNA-expressing cells.

### Expression Microarray

Agilent SurePrint G3 Human Gene Expression slides were used (Agilent, Santa Clara, CA). This human genome array contains 44,000 printed 65mer oligos targeting 27,958 Entrez gene RNAs (4 × 44K). Total RNA was isolated using RNAqueous-4PCR Kit (cat. no. AM1914, Life Technologies, Carlsbad, California) according to the manufacturer’s protocol. Labeling and hybridization was carried out as follows. Briefly, 50–200 ng of total cellular RNA was amplified and labeled using the Agilent Low Input Quick Amp Labeling Kit (cat. no. 5190-2305) following the manufacturer’s protocol. Cy3-labeled cRNA (1.65 μg) was hybridized to the Agilent 4 × 44K Whole Genome Array for 17 hours at 65°C and washed according to manufacturer’s protocol. Array scanning and data extraction were performed as follows: The hybridized slides were scanned at 5μm resolution on the Agilent Microarray Scanner and fluorescent intensities of hybridization signals were extracted using the Agilent Feature Extraction software. For data analysis, statistics were performed using Microsoft Excel and MeV v4.7 TM4 open-source software [34]. Up- and down-regulated genes were defined by producing a five-fold difference in signal intensity in relation to an average of three housekeeping genes (see Results section). In order to exclude potential noise from low expressing genes, a second criterion was that the raw expression level was greater than 100 arbitrary units (a.u.). The complete expression microarray dataset was been deposited in the Gene Expression Omnibus (GEO) database repository, accession number GSE62849. Gene Ontology (GO) analysis was performed using g:Profiler (http://biit.cs.ut.ee/gprofiler/). Uncharacterized genes were not included in the analysis.

### Western Blot Analysis

Western blot analyses were performed using standard methods. The following primary antibodies were used: anti-Sox2 (cat. no. 2748; Cell Signaling, Danvers, MA), anti-Notch1 (cat. no. 07-1232; EMD Millipore, Billerica, MA), anti-ID4 (cat. no. sc-13047; Santa Cruz Biotechnology, Santa Cruz, CA), anti-GAPDH (cat. no. MAB374; EMD Millipore, Billerica, MA). Goat anti-rabbit (cat. no. 31462; Thermo Scientific, Pittsburgh, PA) and goat anti-mouse (cat. no. AP124P; EMD Millipore, Billerica, MA) were used as secondary antibodies. For detection, Pierce enhanced chemiluminescence reagents (Thermo Scientific, Pittsburgh, PA) were used according to the supplier’s protocols.

### Real-time PCR

Total RNA was isolated using RNAqueous-4PCR Kit (cat. no. AM1914, Life Technologies, Carlsbad, CA) according to the supplier’s protocol. The cDNA preparation was performed using Superscript II reverse transcriptase (cat. no. 18064-014, Life Technologies, Carlsbad, California) according to supplier’s protocol. Real-time PCR was performed using the Kapa SYBR FAST qPCR Kit (cat. no. KK4602, Kapa Biosystems, Woburn, MA) according to supplier’s protocol. The PCR protocol utilized 40 cycles with a two step program (95°C 5 sec, 60°C 30 sec). Reactions were performed using an Eppendorf Mastercycler (Eppendorf, Hauppauge, NY), and data were extracted and analyzed using the Eppendorf Realplex software.

### Stable Fluorescent Cell Lines

pDsRed2-Nuc and pEGFP vectors (Clontech Laboratories, Mountain View, CA) were used for stable transfection of 1205Lu cells. Cells were transfected using Lipofectamine 2000 (cat. no. 11668027, Life Technologies, Carlsbad, California). Expressing cells were selected with G418 and sorted for fluorescence.

## Results

### Assembly of Melanoma 1205Lu Cells Into Adherent 3D-Stem Cell-Like Bodies

To better understand processes underlying the phenotype-switching of melanoma cells, we adopted a 3D-culture system, as numerous studies have indicated that formation of melanoma 3D-spheroids enriches for stem cell-like growth [19,27,28,35–37]. To promote spheroid formation, melanoma cells are typically cultured under conditions that favor non-adherent cell growth (e.g. agar-coated plates or stem cell medium). To investigate potential reversible phenotype-switching between 2D-proliferative and 3D-stem cell like growth, we sought to derive conditions that favored formation of substrate-adherent 3D-melanoma spheroids. Such behavior would enable the study 3D-spheroid cells as they returned to monolayer growth, as described below in detail. Five human metastatic melanoma cell lines, 1205Lu, 451Lu, SK-MEL-28, C8161 and MNT1, were surveyed for their ability to form adherent 3D-spheroids when cultured in human embryonic stem cell (hESC) medium (Fig. 1A). Formation of spheroids from 1205Lu and 451Lu 2D-monolayer cells was observed in 5 to 7 days. The spheroids formed by 1205Lu cells were adherent, while those formed by 451Lu cells readily detached from the plate surface. For nomenclature to distinguish between floating versus attached spheroids, we refer to the attached 1205Lu spheroids as “melanoma bodies” (MBs). Various analyses indicated that the serum replacement component was essential for promoting 1205Lu MB formation (data not shown; see Materials and Methods).

**Figure 1:**
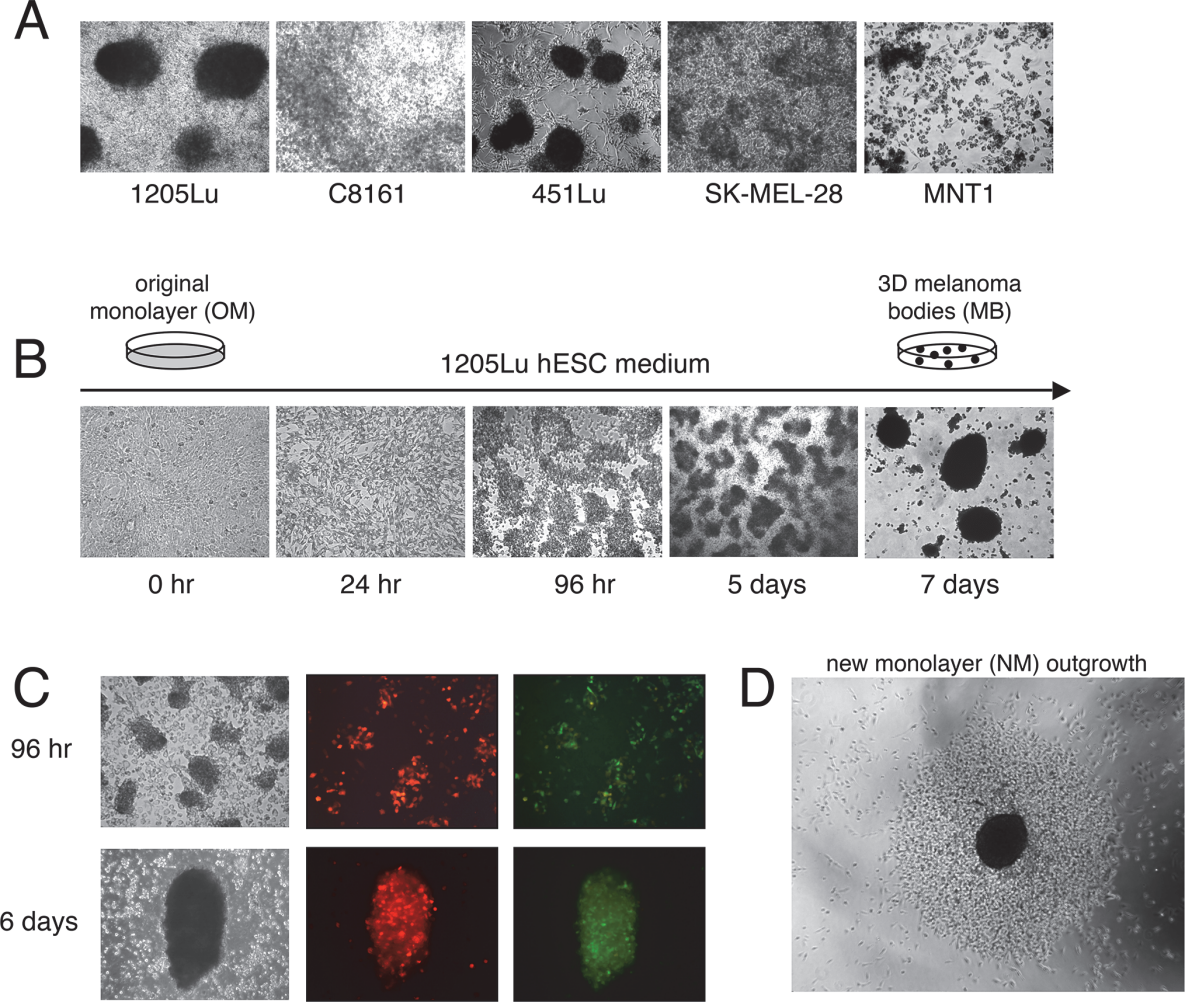
Formation of 3D-MBs under hESC conditions. (**A)** Survey of melanoma cell lines for the ability to form attached 3D-spheroids in hESC medium. The 1205Lu cell line formed attached 3D-spheroids, the 451Lu cell line formed floating spheroids, while the other tested cell lines displayed only various degrees of aggregation. **(B)** Formation of attached 1205Lu 3D-MBs after transfer to hESC medium over time. (**C)** To confirm that 1205Lu MBs formed by aggregation, 1205Lu GFP-labeled cells and 1205Lu nuclear dsRed-labeled were mixed and cultured as described in Panel A. **(D)** Mature 1205Lu 3D-MBs were removed by pipetting and were re-plated under standard monolayer media growth conditions, under which they reseeded a new monolayer. Shown is monolayer outgrowth after 96 hours.

As the formation of 3D-melanoma spheroids is believed to be a physical indicator of stem cell-like growth, we set out to use formation of these structures as a readout. This readout could then be used to identify factors that are required for specific steps in the transition from 2D to 3D-stem cell-like growth. The discrete morphological steps in 1205Lu MB formation are shown in Fig. 1B. Twenty-four hours after replacing standard medium with hESC medium, cell nuclei demonstrated a dramatic change, which was followed by formation of multi-cell structures within 96 hours. At seven days, well-organized 1205Lu 3D-MBs were observed (Fig. 1B). MB formation is initiated by cell aggregation (as opposed to clonal cell outgrowth), as demonstrated by mixing GFP-marked and nuclear dsRed-marked 1205Lu cells (Fig. 1C). Cell aggregates containing both red and green cells began to form at 96 hours after a shift to hESC medium, and mature red-green mixed MBs were observed.

Propagation of 1205Lu cells in hESC media and concomitant MB formation promoted slower growth with an increase in the G1/G0 fraction (S1 Fig.). Quiescence (G0) is a feature of adult neural stem cells, and lengthening of G1 is associated with differentiation [38]. In contrast, embryonic stem cells display very short Gap phases [39,40]. We suggest that the increase in G1/G0, as compared to the control, reflects an adult stem cell-like G0 state.

Similar to stem cell culture systems, daily replenishment with hESC medium was required to inhibit outgrowth of a new monolayer of proliferative melanoma cells. Under such media replenishment conditions, the MBs could remain attached and compact for months (data not shown). We also found that after detachment by gentle pipetting, the 1205Lu MBs could reattach to a fresh surface. When re-plated in standard medium, MBs begin to collapse and produce a new monolayer (NM) resembling the original monolayer (OM) (Fig. 1D).

### Stem Cell-Like Transcriptional Signature in Cells Maintained as 3D-MBs

A large fraction of 1205Lu monolayer cells are capable of stem cell-like behavior as indicated by rapid formation of 3D-MBs through cell aggregation (Fig. 1A-C, S1 Fig.). This is a reversible process, as MBs can seed new monolayers (Fig. 1D). 

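Gene expression in a human melanoma line was measured on Agilent 1-colour arrays (Cy3, 4 × 44K design), with 1 array each for the OM, MB and NM populations, all on the same slide. The OM cells had 14 days in standard medium, the MB cells 14 days in hESC medium, and the NM cells 14 days in hESC medium and then 10 days in standard medium. The authors deposited the spot intensities from Agilent's Feature Extraction software (version 9.5.3.1), in which the local background had been subtracted from each spot and no scaling between arrays is recorded. Each array holds 43376 spots for 41000 probes of 60 bases, and 264 of these probes were printed in 10 spots. Control spots and spots marked as outliers (77 on OM, 79 on MB and 81 on NM) were left out, spots of the same probe were averaged, and each array was divided by the mean of GAPDH, ACTB and HSP90AA1. With 1 array per population there are no replicate cultures, so no test across samples was made and the number of arrays limits the precision of every fold. The only repeated measurement is that of the replicate spots. For single spots above 100 a.u., their spread gives an SD of 0.08 for the log2 ratio of MB to OM, a 1.05-fold difference, which is technical and leaves out the variation between cultures. Of the 41000 probes, 28746 were well above background on OM, 29126 on MB and 26516 on NM. Where the dimmer array was not well above background, the fold is given as "at least N-fold", against the higher of the probe's own signal and the lowest signal among probes well above background on that array (20.9 a.u. on OM, 19.4 on MB and 29.1 on NM). Probe positions are those of the deposited files, in the hg17 human genome build.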

To identify factors that could potentially modulate this reversible, epigenetic-based phenotype-switching, gene expression microarray analysis was carried out on three purified cell populations (Fig. 2A): the original 1205Lu 2D-monolayer culture (OM), 14 day-old 3D-MBs collected by physical detachment (MB), and new 2D-monolayer (NM) cells produced from MBs after growth for 10 days in standard media, followed by removal of residual MBs.

**Figure 2:**
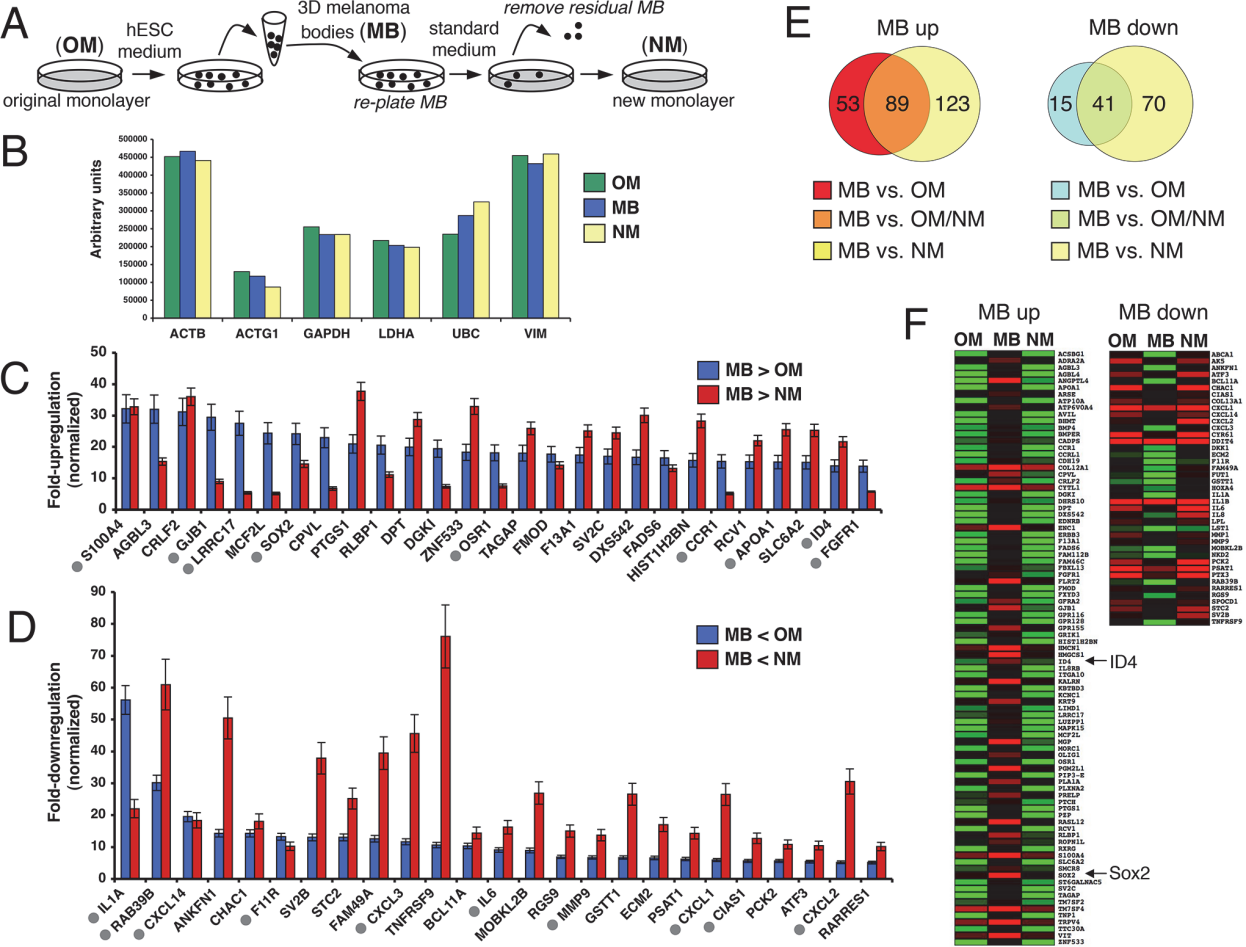
Expression microarray analysis of monolayer versus 3D-MB cultures. (**A)** Diagram of experimental design for comparison of transcriptomes of monolayer and 3D-MB cells. OM, original monolayer; MB, melanoma bodies; NM, new monolayer. **(B)** Raw microarray data for six housekeeping genes in OM, MB and NM RNA samples: ACTB, Beta-Actin; ACTG1, Gamma 1 Actin; GAPDH, Glyceraldehyde-3-Phosphate Dehydrogenase; LDH1, Lactate Dehydrogenase; UBC, Ubiquitin C; VIM, Vimentin. An average value was calculated from 10 spots, for each gene. (**C)** Sampling of genes upregulated 5-fold or greater in the MB sample compared to the OM and NM samples (MB>OM, MB>NM). Genes are ordered according to the fold-upregulation in the MB sample versus OM sample (MB>OM). Samples were normalized versus an average of three housekeeping genes, GAPDH, ACTB and HSP90 (see Panel B), and error bars represent the standard deviation. Grey filled circles indicate genes categorized with the GO term “developmental process.” (**D)** Sampling of genes downregulated 5-fold or greater in the MB sample compared to the OM and NM samples (MB<OM, MB<NM). Genes are ordered according to fold-downregulation in the MB sample versus OM sample (MB<OM). Grey filled circles indicate genes categorized with the GO terms “inflammatory response” or “cell motility.” (**E)** Venn diagram showing the number of upregulated and downregulated (unshared and shared) genes when OM, MB and NM are compared. (**F)** Heat maps of genes upregulated and downregulated in MB samples compared to OM and NM samples.

The raw microarray data were robust and informative. 

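The unscaled signal of GAPDH, averaged over its 10 spots, was 240897 ± 8337 a.u. (SD over spots) on OM, 224433 ± 5656 on MB and 221588 ± 8367 on NM. The ACTB probe printed in 10 spots gave 88090 ± 2216 a.u. on OM (10 spots used), 100536 ± 2132 on MB (9 used) and 76315 ± 1132 on NM (8 used). ACTG1, LDHA and VIM have no probe printed in 10 spots, and the mean over their probes was 185299, 178889 and 159961 a.u. for ACTG1 on OM, MB and NM. LDHA averaged 118107 a.u. on OM, 110766 on MB and 109436 on NM, and VIM 428104, 406594 and 429190 a.u. in the same order. Differences in GAPDH of MB and NM from OM were larger than the SD over spots. Of the HSP90 genes, HSP90AA1 has a probe printed in 10 spots, at 65677 ± 1210 a.u. on OM, 60820 ± 782 on MB and 48303 ± 1075 on NM. HSP90AB1, which has no such probe, averaged 22600, 24054 and 13801 a.u.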

First, six housekeeping genes were found to be expressed nearly equally among the OM, MB and NM samples (Fig. 2B). 

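Across the 40984 probes with a value on both arrays, the MB and OM signals had a Spearman correlation of 0.977, taken across probes, which are not independent replicates. Of the 41000 probes, 417 (1.02%) were 5-fold or more higher in MB than OM and 347 (0.846%) were 5-fold or more lower. In 231 of the higher and 143 of the lower probes, the brighter array was above 100 a.u. Background correction by normexp, the alternative that moved the total most, left 116 probes past 5-fold between MB and OM, against 764 with the deposited background-subtracted signals.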

Second, small sets of genes were dramatically upregulated or downregulated in the MB sample as compared to the OM sample. 

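The mean of GAPDH, ACTB and HSP90AA1 was 131555 a.u. on OM, 128596 on MB and 115402 on NM, so that MB was divided by 0.978 times and NM by 0.877 times the OM value. After this scaling, the median log2 ratio of the 30144 probes well above background on at least 1 array was 0.10 for MB over OM and 0.09 for MB over NM. The 7 spike-in probes, an alternative basis for scaling, read 1.21 times the OM signal on MB and 0.965 times on NM. Scaling to the spike-ins moved the median log2 ratio of MB over OM to -0.20.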

For nomalization, gene expression levels were compared to an average of three house keeping genes (GAPDH, HSP90 and ACTB), with the criteria for differential expression being an average 5-fold change or greater between the MB and OM samples. Applying these criteria, 142 genes were upregulated and 56 genes were downregulated in MBs as compared to the OM sample (Table 1). 

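Counting each gene once, by RefSeq NM_ accession and a name that is not provisional, 132 known genes were 5-fold or more higher in MB than OM and 85 were 5-fold or more lower. In 45 of the 132 and 33 of the 85, the dimmer array was not well above background, so the fold of these genes is a lower bound. Against NM, 234 known genes were higher in MB and 185 were lower. When both arrays of a comparison had to be well above background, 87 genes were higher and 52 lower in MB than OM.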

A more stringent criteria was then applied by including 5-fold or greater upregulation or downregulation as compared to both the OM and NM samples (MB>OM plus MB>NM) (Fig. 2C-E). This reduced the number of genes that scored as upregulated in the MB sample from 142 to 89, and the number downregulated from 56 to 41 (Fig. 2E, S1 and S2 Tables). 

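With the same probe required to pass against both OM and NM, 93 known genes were higher in MB and 49 were lower. The genes that passed against OM alone were 39 higher and 36 lower in MB, and those that passed against NM alone were 141 higher and 136 lower. Of the 93 genes higher in MB, 48 were measured well above background on all 3 arrays, and 35 were at background on both OM and NM. Of the 49 lower genes, 14 were at background on MB. The 93 genes include 80 of the 89 in Table S1, and the 49 include all 41 of Table S2. The count of higher genes fell to 29 with normexp background correction.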

A heat map display shows the 89 genes upregulated and the 41 genes downregulated in MB the sample as compared to both the OM and NM samples (Fig. 2F).

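Among the known genes past 5-fold against both OM and NM, ranked by the ratio of the scaled signals with signals at background taken as they stand, the largest rise over OM was in ANGPTL4 (chromosome 19, 8345169 to 8345228), with 4456 a.u. on MB, 40.0 on NM and a signal not well above background on OM. Its fold was at least 218 over OM and 100.0 over NM. The next 4 by that ratio were KBTBD3 (at least 18.1-fold over OM and at least 11.4-fold over NM), GPR128 (at least 15.7-fold and at least 9.88-fold), AGBL4 (at least 14.6-fold and at least 9.20-fold) and IL8RB (at least 13.7-fold and at least 8.61-fold). Each of these 4 was at background on OM and NM and is represented by 1 bright spot on MB, of 369, 321, 299 and 279 a.u. Those of AGBL4 and IL8RB lie within 2 positions of another spot bright on MB alone, and the other probe that KBTBD3, AGBL4 and IL8RB each have was not 5-fold higher. Their bounds over OM lie below the fold measured for genes such as ID4, so by the bounds they would not follow ANGPTL4. LUZPP1 of Table S1, without an NM_ accession on the array and so not counted as known, has a larger ratio than these 4 (at least 28.7-fold over OM), and is named here after its values were seen. The largest falls by the same ratio were in ABCA1 (chromosome 9, 104623259 to 104623318), at 1438 a.u. on OM, 1841 on NM and 19.5 on MB, where it was not well above background. It was at least 72.2-fold lower in MB than OM and at least 105-fold lower than NM. IL1A is given with the other cytokines, and MARCH4 (at least 16.8-fold lower than OM), KRTAP1-5 (at least 17.6-fold) and ESM1 (at least 22.6-fold) complete the 5 by the ratio, although CXCL14 has a measured fold above the bounds of MARCH4 and KRTAP1-5.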

**Table 1:** Initial criteria and summary for upregulated and downregulated genes detected by expression microarray.

	**MB vs OM**		**MB vs NM**	
	**MB up**	**MB down**	**MB up**	**MB down**
5-fold change	401 (0.9%)	424 (1%)	846 (1.9%)	614 (1.4%)
a.u. > 100	207 (0.4%)	135 (0.3%)	552 (1.2%)	215 (0.4%)
Known Genes	142 (0.3%)	56 (0.1%)	212 (0.4%)	111 (0.2%)

Comparisons were made relative to the melanoma body (MB) sample. OM, original monolayer; NM, new monolayer; a.u., arbitrary units. Percentages reflect the number of genes in each criteria as compared to the total number of genes analyzed.

Strikingly, Gene Ontology (GO) analysis showed that 39 of the 89 MB-upregulated genes (S1 Table) were categorized as functioning in a “developmental process,” while 22 of the 41 MB-downregulated genes (S2 Table) were categorized as functioning in an “inflammatory response” or “cell motility.” Both gene sets included members of GO categories related to extracellular localization. Fig. 3 summarizes the GO analysis of the 89 MB-upregulated and 41 MB-downregulated genes. Fig. 2C and 2D are organized to highlight a sampling of the MB-upregulated and -downregulated genes based on scalability for display. 

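SOX2 has 2 probes on chromosome 3. The brighter (182914579 to 182914638) read 559 a.u. on OM, 7974 on MB and 287 on NM, and was 14.6-fold higher in MB than OM and 24.9-fold higher than NM. The other (182913448 to 182913507) gave 12.4-fold and 25.6-fold. ID4 has 1 probe (chromosome 6, 19947489 to 19947548), printed in 1 spot, with 55.3 a.u. on OM, 1168 on MB and 71.1 on NM. It was 21.6-fold higher in MB than OM and 14.8-fold higher than NM. With normexp background correction, the fold of ID4 over OM was 10.7, and that of SOX2 12.8.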

The MB-upregulated set included neural stem cell genes; of particular interest were two genes, SRY-box 2 (SOX2) and Inhibitor of DNA Binding 4 (ID4), discussed in detail below. The MB-downregulated genes include cancer-associated cytokines/chemokines (e.g. CXCL1, CXCL2, CXCL3, CXCL14, IL1A, IL1B, IL6, IL8) and matrix metalloproteinases (MMP1,MMP9). 

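CXCL1 (chromosome 4, 75101885 to 75101944) read 49621 a.u. on OM, 8306 on MB and 184837 on NM, and was 5.84-fold lower in MB than OM and 24.8-fold lower than NM. The brighter of the CXCL2 probes was 4.09-fold lower in MB than OM, under the threshold, and 28.6-fold lower than NM, and the second probe was 5.14-fold and 28.3-fold lower. CXCL3 likewise differed between its probes, with 3.81-fold against OM for the brighter and 11.4-fold for the other. CXCL14 was 19.4-fold lower in MB than OM and 17.2-fold lower than NM, and IL8 was 14.8-fold and 82.4-fold lower. IL1A, printed in 10 spots, read 707 ± 27.8 a.u. (SD over spots) on OM and 223 ± 9.08 on NM, and was not well above background on MB, so it was at least 35.6-fold lower in MB than OM and at least 12.8-fold lower than NM. IL1B was 5.08-fold lower in MB than OM and 8.14-fold lower than NM, and IL6 8.65-fold and 14.6-fold. MMP1 was 11.3-fold lower than OM and 8.68-fold lower than NM on its probe printed in 10 spots, while its other probe was not well above background on any array. MMP9 was 6.28-fold and 12.2-fold lower.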

Overall, MB-upregulated genes were related to developmental processes and stem cells, while downregulated genes were related to the invasive nature of cancer cells.

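Gene Ontology membership was not analysed here. The medians of gene sets fixed before the data were examined were compared with 10000 random lists of genes of similar signal, as a description of these arrays with no p-value. The NF-kB response set, with 23 measured genes, had a median log2 ratio of -1.20 for MB over OM and -2.76 for MB over NM, below every matched list in both comparisons. It holds Table S2 genes such as CXCL1, IL8 and IL6, called on these same arrays. Its difference from the middle of its lists was -1.26 over OM and -2.71 over NM. Without those genes it was -0.69 and -1.62, still below every list. The matrix metalloproteinase set (11 genes measured) had 0.17 over OM, at percentile 41.2 of its matched lists, and -0.57 over NM, at percentile 0.775. Without MMP1 and MMP9, which are in Table S2, the percentiles were 67.3 and 6.92. The pluripotency set, of which 7 of 15 genes were measured, had -0.41 over OM (percentile 1.71) and -0.39 over NM (percentile 7.82). The neural crest and neural progenitor set (18 genes measured) had 0.34 over OM (percentile 96.3) and 0.15 over NM (percentile 82.4). These 2 sets hold no gene of Table S1, so SOX2 and ID4 are not part of their medians. From its gene lists, the paper concludes that the genes raised in MBs relate to development and stem cells and those lowered relate to the invasive nature of cancer cells.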

**Figure 3:**
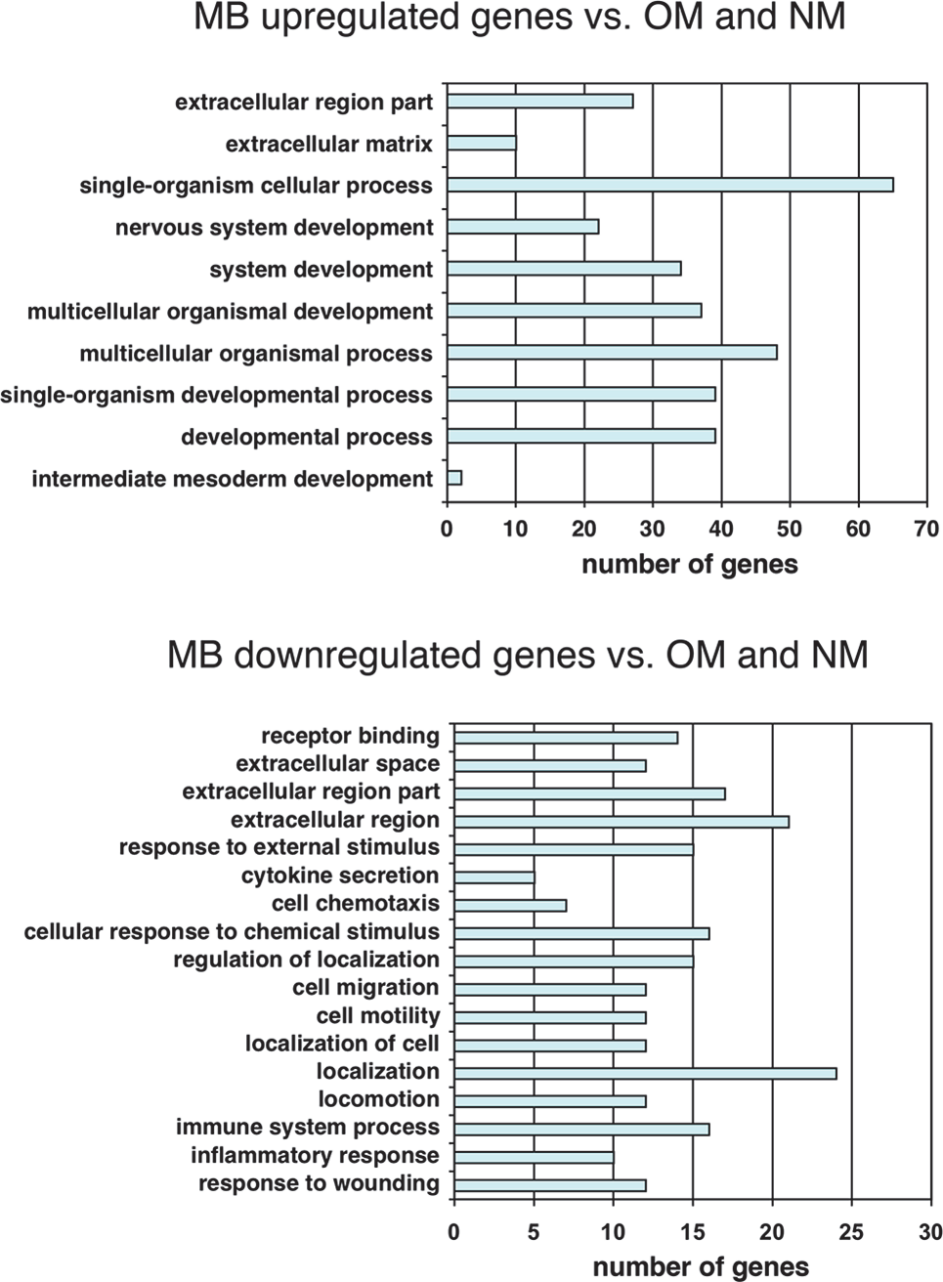
Gene Ontology analysis of genes upregulated and downregulated. GO analysis was performed to determine biological processes associated with MB-upregulated and MB-downregulated genes. Bars represent the number of regulated genes. MB-upregulated genes clustered mainly to developmental processes (top panel), while MB-downregulated genes clustered mainly to signaling, motility and invasion-related processes (bottom panel).

We were particularly interested in whether the expression levels of the 41 MB-downregulated genes were fully restored when the cells returned to monolayer growth (MB to NM transition). The fold-differences in expression of these 41 genes between the MB sample and the OM/NM samples were therefore compared. 

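Of the 41 genes of Table S2, 32 had a higher scaled signal in NM than OM, and 15 were 2-fold or more higher. The difference was larger than the technical SD of a single spot in 30 of the higher genes and in 8 of the lower ones. The median ratio of NM to OM was 1.82, and the ratios ran from 0.360 for IL1A, the only gene under 0.5, to 10.9 for FUT1 (160 a.u. on OM and 1531 on NM). Without scaling, 29 genes were higher in NM and 12 were 2-fold or more higher.

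**Figure D1:**
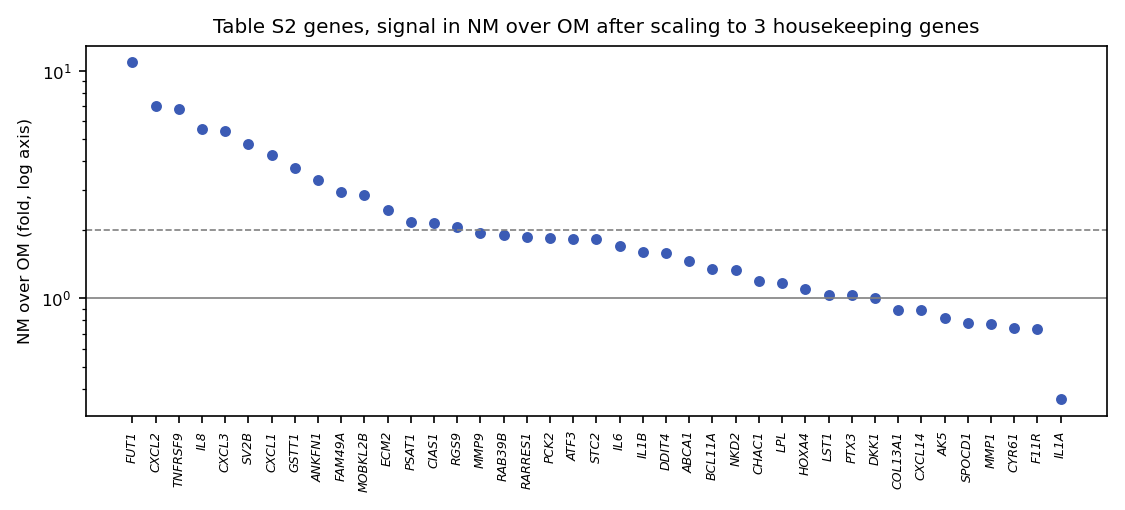
Ratio of the NM to the OM signal (fold, log axis) for the 41 genes of Table S2, 1 point per gene, each from 1 array per population. The solid line marks a ratio of 1 and the dashed line a ratio of 2, and 15 points lie on or above the dashed line.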

We found that the expression levels of nearly all of the 41 genes were restored in the NM samples, but more interestingly, the expression of 18 genes was increased in the NM over the OM sample (S2 Fig.). Of these genes, six were related to cellular invasiveness, motility, and inflammation (CXCL1, CXCL2, CXCL3, IL6, MMP9). These results suggest an exaggerated reacquisition of an aggressive cancer cell transcriptome as cells exit the MB state. 

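On NM relative to OM, CXCL2 was 6.99-fold, CXCL3 5.43-fold and CXCL1 4.25-fold higher. MMP9 was 1.94-fold and IL6 1.69-fold higher, under 2-fold but more than the technical SD. TNFRSF9 (6.77-fold) and IL8 (5.56-fold) also rose. MMP1, at 0.769 of its OM signal, and CXCL14, at 0.886, did not exceed OM. The paper proposes from these genes that cells leaving the MB state regain an aggressive transcriptome beyond that of the original culture.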

The NM sample was harvested 10 days after return to standard growth medium, and it will be of interest to determine whether the observed differences in the levels of these transcripts in the NM versus OM samples are the result of transient versus stable epigenetic changes in gene expression. The expression of other genes also differed between the OM and NM samples (Fig. 2C-D), suggesting other epigenetic-based differences beyond those highlighted in S2 Fig.

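Across all 40981 probes with a value on both arrays, 783 differed 5-fold or more between NM and OM, 320 higher and 463 lower in NM. Of these, 150 higher and 211 lower had the brighter array above 100 a.u. The known genes among them were 80 higher and 37 lower in NM. Where both arrays were well above background, 144 of 26177 probes passed 5-fold.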

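By the count of probes that differ 5-fold or more, MB was farther from NM (1547 probes) than from OM (764). The Spearman correlation across probes was 0.963 between MB and NM and 0.974 between NM and OM. With both arrays well above background, 594 of 26095 probes passed between MB and NM, and 215 of 27953 between MB and OM. The proliferation set (30 genes) had a median log2 ratio of 0.07 for MB over OM, at percentile 48.5 of its matched lists, and the melanocyte differentiation set (10 genes measured) 0.49, at percentile 95.9. These 3 arrays hold 1 culture of each state, so differences between states and differences between cultures cannot be separated on them.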

The overall microarray results suggest that cellular microenvironment, in this case 3D-stem cell growth conditions, can promote phenotype-switching (e.g. reversible plasticity) of melanoma cells through dramatic changes in the transcriptome.

### Evidence For Functional Stem Cell-Like Behavior In MBs

The melanocyte, the cell type that gives rise to melanoma, is derived from neural crest cells, and neural gene expression is frequently observed in melanoma cells and cell lines [18,20,21,24,27,41,42]. 

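GFRA2 has 3 probes, 22.4-fold, 28.6-fold and 7.34-fold higher in MB than OM, and the brightest was 35.6-fold higher than NM. The files place them on an unassigned part of chromosome 8. S100A4 (chromosome 1, 150329271 to 150329330) read 1215 a.u. on OM, 39077 on MB and 1033 on NM, 32.9-fold higher in MB than OM and 34.0-fold higher than NM. LGI4 (chromosome 19) rose from 38.7 a.u. on OM to 319 on MB and read 55.5 on NM, which gives 8.41-fold and 5.15-fold. GJB1 (chromosome X) had 235 a.u. on OM, 2081 on MB and 60.2 on NM on its brighter probe, 9.06-fold and 31.1-fold. LGI4 fell under 5-fold against NM with 75th percentile, quantile, spike-in and geometric mean scaling, the mean of 3 single-gene folds, normexp background correction and no background subtraction, and against OM with the last 2 of these.

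**Figure D2:**
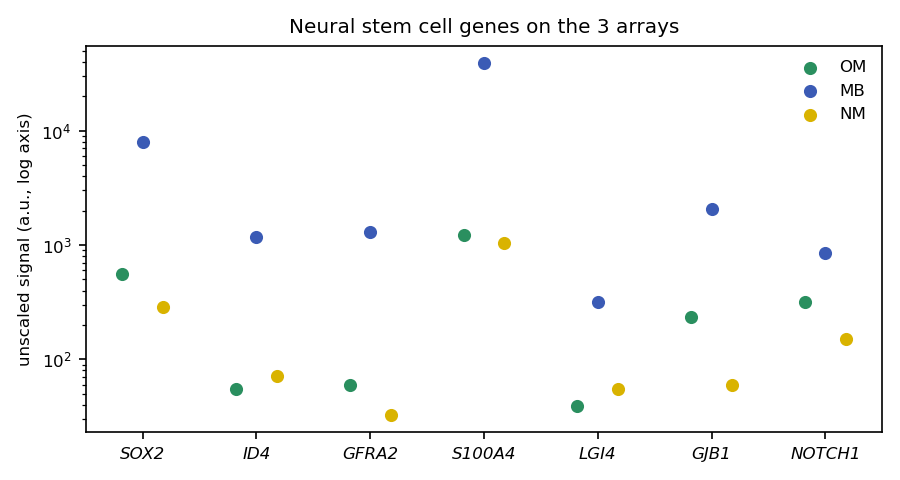
Unscaled signal (a.u., log axis) of 7 neural stem cell genes on the OM, MB and NM arrays, 1 point per array for the brightest probe of each gene. For S100A4 the MB point lies at 39077 a.u., against 1215 on OM and 1033 on NM.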

The microarray results indicated that microenvironmental cues can trigger switching of melanoma cells to a neural stem cell-like pattern, as six genes related to neural stem cell and neural stem cell niche biology were upregulated: SOX2, ID4, GFRA2, S100A4, LGI4, and GJB1 (Fig. 4A). 

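For NOTCH1 (chromosome 9, 136665601 to 136665660), whose probe was printed in 10 spots, the signal was 320 ± 9.09 a.u. (SD over spots) on OM, 855 ± 40.1 on MB and 150 ± 6.02 on NM, where 1 spot marked as an outlier was left out. MB was 2.73-fold above OM and 5.10-fold above NM. The fold over NM was below 5 with that spot kept (4.85), and also with 75th percentile, quantile, spike-in and geometric mean scaling, the mean of 3 single-gene folds, normexp background correction and no background subtraction, and it ran from 3.81 to 5.70 over the alternatives.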

The neural stem cell gene NOTCH1 was upregulated ca. 8-fold when only the MB and NM samples were compared, but failed to meet the 5-fold criteria when the OM sample was included. Nonetheless, 5-fold or greater elevated expression levels of SOX2, ID4, GFRA2, S100A4, LGI4, GJB1, and NOTCH1 were confirmed by qRT-PCR analysis using OM and MB RNA samples (Fig. 4B).

**Figure 4:**
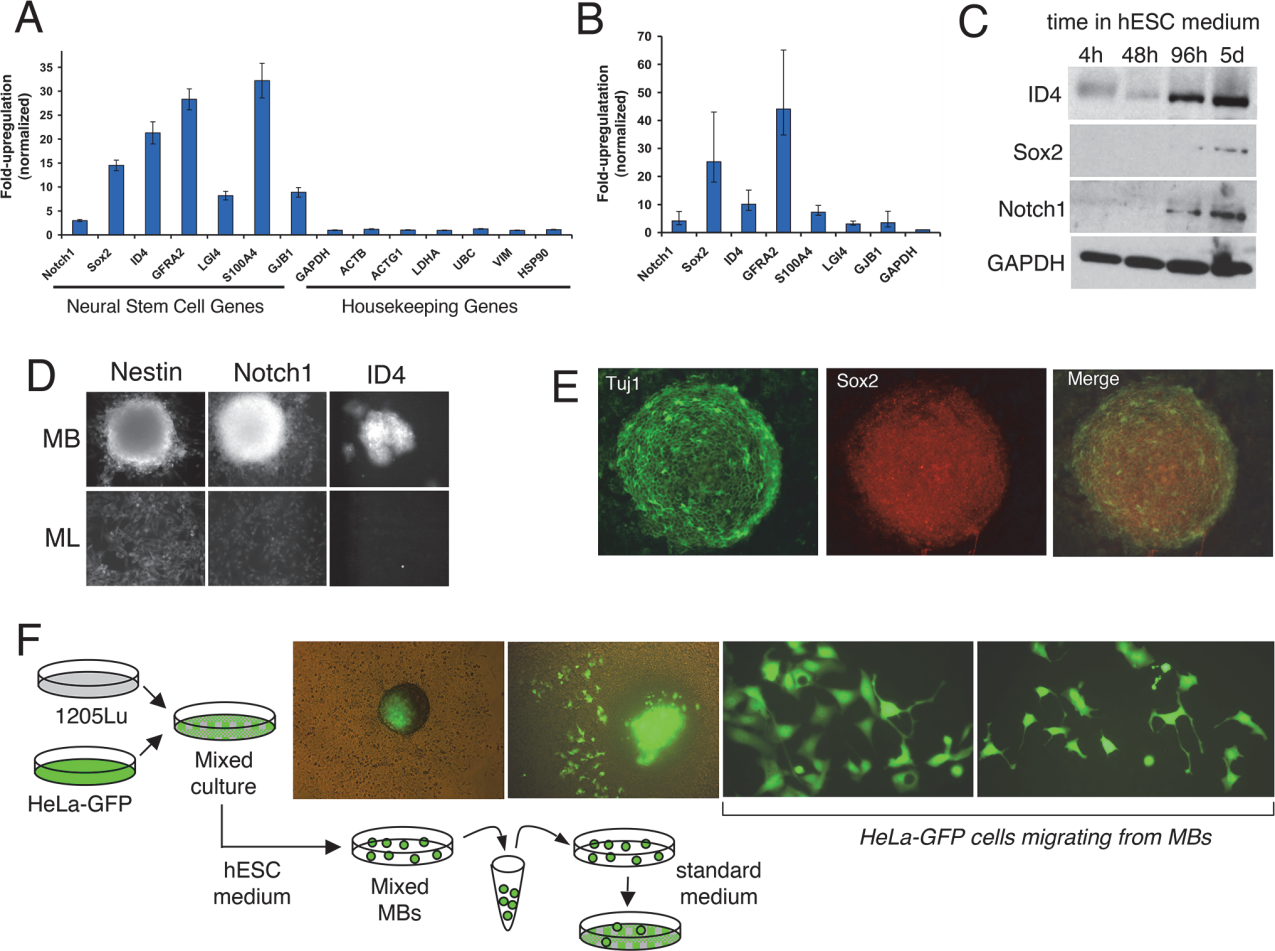
Neural stem cell features of 3D-MBs. (**A)** Data extracted from 1205Lu microarray analysis shows upregulation of neural stem cell genes in MB versus OM samples, normalized to average expression of three housekeeping genes, GAPDH, ACTB and HSP90. Error bars indicate standard deviation. (**B)** Analysis of neural stem cell gene upregulation in 1205Lu MBs using quantitative reverse transcription real time PCR, as normalized to GAPDH expression. Errors bars represent the standard deviation from triplicate samples. (**C)** Western blot analysis after switching 1205Lu monolayer cells to hESC conditions. (**D)** Immuofluorescence detection of neural stem cell markers in 1205Lu MBs and monolayer cultures. (**E)** Dual staining of MBs with TUJ1 and SOX2 antibodies. (**F)** Heterotypic MBs formed with 1205Lu and GFP-labeled HeLa cells were transferred to standard media, resulting in HeLa cells with neural features migrating from MBs.

We focused on the three MB-upregulated genes with roles in transcriptional control, NOTCH1, SOX2, and ID4, as they could potentially modulate phenotype-switching to the stem cell-like state. SOX2 is a transcription factor expressed in human embryonic stem cells and neural crest stem cells. ID4 is a member of the ID family of transcriptional repressors and is expressed in neural stem cells, while NOTCH1 controls transcription of a variety of cell fate genes. Western blotting showed that protein levels of NOTCH1, SOX2 and ID4 were elevated after shifting the 1205Lu monolayer cells to hESC medium for 96 hours, and these levels were maintained 6 days post-shift (Fig. 4C). 3D-MBs showed strong staining with antibodies against NOTCH and ID4, as well as NESTIN, a neural progenitor cell factor known to be variably expressed in 1205Lu cells and other melanoma cell lines [43–45] (Fig. 4D). Only weak staining for these proteins was observed in the corresponding original 2D-monolayer cultures (Fig. 4D).

3D-MBs also showed strong staining with antibodies against SOX2 (Fig. 4E). Dual staining of MBs was carried out with the TUJ1 antibody that recognizes an early neuronal-specific marker. The staining patterns indicated that a topological hierarchy exists within the 3D-MBs whereby cells located in the center express the stem cell marker SOX2, while cells at the periphery express the neuronal marker TUJ1 (Fig. 4E). Such organization is similar to that seen in normal 3D-stem cell growth, as well as in CSC spheroids [46–49]. These results suggest that 1205Lu cells can adopt stem cell-like functions within the 3D-MBs, whereby a central compartment of stem cell-like cells can give rise to a surface layer of more differentiated, neuronal-like cells.

Based on the findings above, 1205Lu MBs appear to represent functional structures, rather than cell aggregates, and are likely organized through cell-cell contacts, as well autocrine and paracrine signaling. An independent approach was employed to test this suggestion. Spheroids can assemble from mixed cell types, forming so-called heterotypic spheroids. HeLa cells do not form spheroids when grown in hESC medium (data not shown). However, co-culturing of GFP-marked HeLa cells with 1205Lu cells in hESC medium resulted in the assembly of heterotypic MBs containing both cell types (Fig. 4F). When these mixed MBs were shifted to standard media, HeLa cells that migrated from the MBs bodies acquired a dramatic neural-like phenotype. Previous studies have shown that HeLa cells can be transdifferentiated towards a neural phenotype, with neurite-like extensions and high migratory activity [50]. The experiments shown in Fig. 4E and 4F indicate that MBs, rather than behaving as simple cell aggregates, are functionally organized and have morphogenic inductive properties.

### ID4 Expression In Human Melanoma Tumor Samples

The next set of experiments was designed to test whether our experimental cell culture system could predict upregulated markers in human melanoma samples. Our focus turned to ID4, as SOX2 had been previously shown to be expressed in human melanoma tissues [13,20]. We first tested the effectiveness of the ID4 antibody in formalin-fixed, paraffin embedded samples using 1205Lu 3D-MBs and 2D-monolayer cultures. The results confirmed detectable levels of ID4 in monolayer cells, with a dramatic upregulation in the MBs (Fig. 5, top). The staining is consistent with western blot analysis comparing MBs and monolayers using the same antibody.

**Figure 5:**
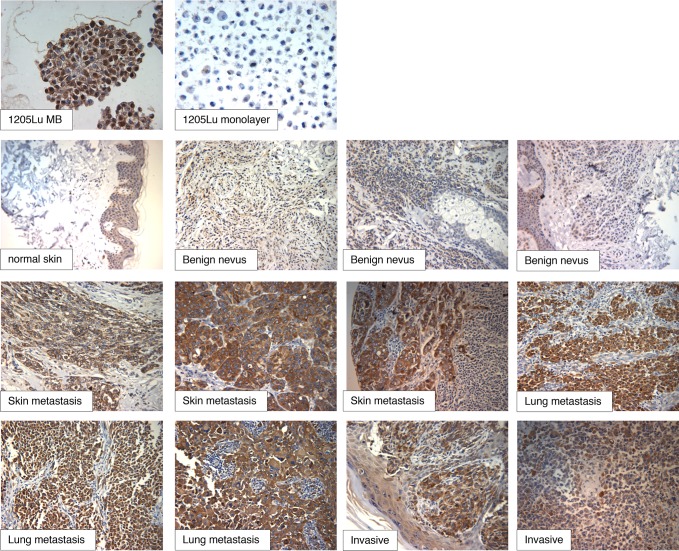
Staining of human melanoma tissue microarray samples with anti-ID4.

Next, human tissue microarray (TMA) slides were stained with the ID4 antibody. The slides contained 130 samples that included benign nevi, invasive melanoma, and metastatic melanoma. Intense ID4 reactivity was observed in nearly all melanoma samples, with only 8 out of 110 samples appearing negative (Fig. 5). Benign nevi showed much weaker and nonuniform ID4 staining as compared to the melanoma samples. Four out of five normal skin samples did not stain for ID4, while one sample showed weak staining in the epidermis (see Fig. 5). In this sample, the weak ID4 staining did not appear to correspond to any particular cell type within the epidermis. Magnified images of weakly staining, and non-staining, normal skin are provided in S4 Fig.

ID4 protein overexpression has been observed in triple negative breast cancer [51] and glioblastoma [52]. As opposed to the nuclear ID4 staining seen in these cancers, melanoma tissues showed largely cytoplasmic ID4 staining. Although the ID family of proteins are generally thought to function in the nucleus as repressive binding partners of bHLH nuclear transcription factors, they can shuttle to the cytoplasm where they might serve to block transport of bHLH proteins into the nucleus [53,54]. Similar to our findings, cytoplasmic ID4 staining has been observed in prostate cancer cells [55].

### SiRNA Knockdown of ID4 and SOX2 Block Formation of 3D-MB Structures

The next set of experiments was designed to assess functional roles of NOTCH1, SOX2 and ID4 in the phenotype-switching demonstrated by 1205Lu cells, namely their ability to acquire stem cell-like features associated with 3D-MB formation. Specifically, we designed an siRNA-based knockdown experiment to determine whether upregulated MB-factors are required for MB formation (Fig. 6A).

**Figure 6:**
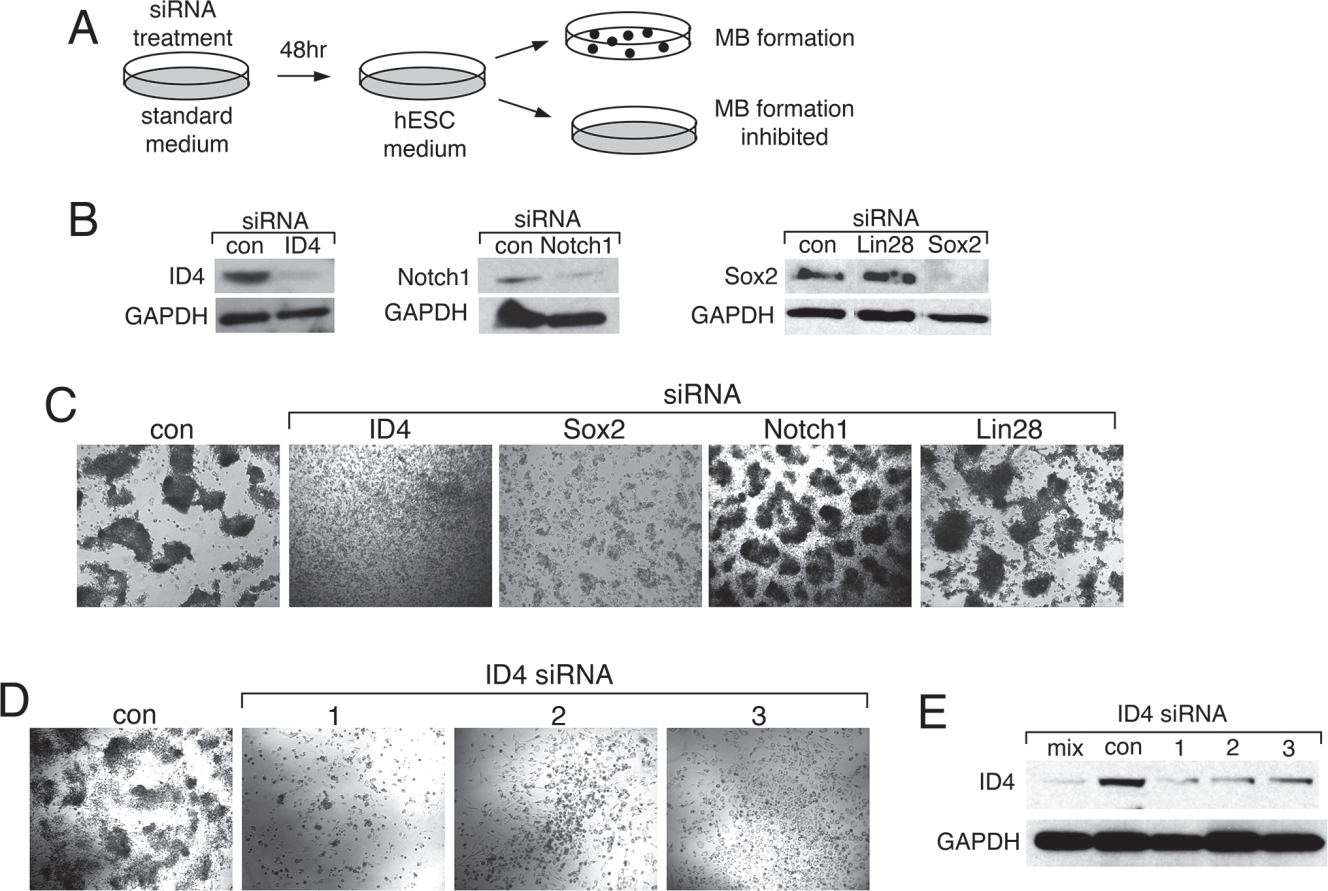
Knockdown of ID4 or SOX2 inhibit MB formation. **(A)** Diagram of experimental design. (**B)** Effectiveness of siRNAs in knockdown of ID4, SOX2 and NOTCH1 in hESC media. Western blots were carried out using LIN28 siRNA as a negative control. (**C)** The 1205Lu cells were treated with the indicated siRNAs, followed by challenge with hESC medium. MB formation was monitored. (**D)** The1205Lu cells were treated with individual ID4 siRNA, followed by challenge with hESC medium. Cell morphology was monitored after 7 days of culture in hESC media. (**E)** Western blots were carried out to analyze the effectiveness of individual ID4 siRNA. Lanes: mix, a mix of three siRNAs targeting ID4; con, untreated; 1,2,3, independent siRNAs targeting ID4.

The 1205Lu monolayer cells were treated with pools of four siRNAs targeting each of three candidate factors, NOTCH1, SOX2 and ID4. After 48 hours, the cultures were shifted to hESC media (with media replenishment every 24 hours), and were monitored over the next seven days for MB formation. Factor knockdown was confirmed by western blot analysis (Fig. 6B). SOX2 siRNA had an attenuating effect on mature MB formation, while NOTCH1 siRNA had no effect. However, knockdown of ID4 completely blocked the ability of cells to form MBs (Fig. 6C). 

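The LIN28 probe (chromosome 1, 26439841 to 26439900) read 11.2 a.u. on OM, 7.85 on MB and 24.4 on NM, not well above background on any of these arrays, so no fold is given. Of the 2 probes for LIN28B, 1 was not well above background on any array and the other was so on NM only, at 31.1 a.u.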

Lin28 siRNA was chosen as a negative control, as our microarray analysis indicated that the Lin28 gene was not expressed at significant levels in either 1205Lu monolayer cells or in MBs. As expected, Lin28 siRNA knockdown had no effect on MB formation. Thus, ID4 knockdown, and to some extent SOX2 knockdown, specifically inhibited 3D-MB formation. The ID4 siRNA effect could be reproduced with three independent ID4 siRNAs, further demonstrating specificity (Fig. 6D and E).

The mechanisms by which factor knockdown might inhibit 3D-MB formation included the loss of stem cell-like functions required to establish the MB structure, or simply effects on cell viability. We therefore asked whether knockdown cells that could not form 3D-MBs could still survive in hESC media and/or participate in the MB structures. We employed a cell-mixing strategy using the two 1205Lu cell populations that were differentially marked by dsRed-nuc (nuclear labeling) or whole cell GFP expression (Fig. 1C). In this way, the growth and behavior of siRNA knockdown cells could be monitored on a background of untreated cells that were capable of MB formation (Fig. 7A). For these experiments we focused on NOTCH1, ID4 and SOX2, and also included analysis of the MB-upregulated gap junction protein, GJB1.

**Figure 7:**
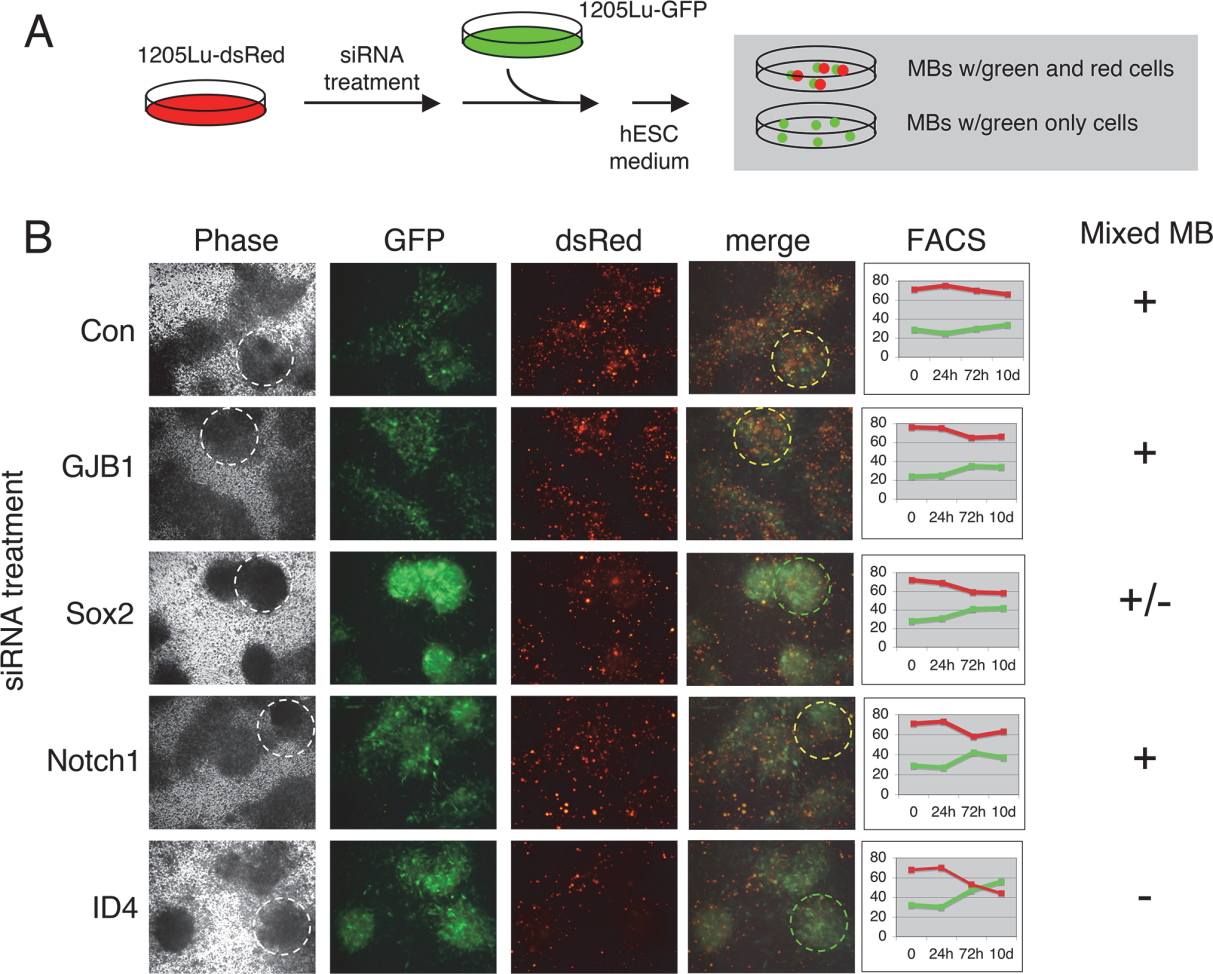
Analysis of defects in MB formation. **(A)** Diagram of experimental design. Nuclear DsRed-labeled 1205Lu cells were treated with siRNAs, mixed with untreated GFP-labeled 1205Lu cells, and plated under hESC conditions. (**B)** Imaging of MB formation. Merged image shows readout of red-green mixed (yellow dashed circle) versus green-only (green dashed circle) MBs. In the phase contrast image, the MBs corresponding to the merged images are indicated (white dashed circle). Right, FACS analysis was used to independently monitor cell growth or survival of green and red cells in hESC medium.

The1205Lu-dsRednuc cells were treated with the indicated siRNA pools (Fig. 7B) for 48 hours. The cells were then switched to hESC media, and untreated 1205Lu-GFP cells were added. The hESC medium was replenished every 24 hours until MBs formed in the untransfected control cultures (Con) (Fig. 7B). MBs that formed from untransfected or NOTCH1 siRNA-treated 1205Lu-dsRednuc cells served as negative controls (see Fig. 6C), and showed red-green mixing in proportion to their respective input percentage (ca. 65% red and 35% green) (Fig. 7B). Consistent with the results in Fig. 6C, SOX2 siRNA knockdown resulted in a diminished red cell fraction in MBs, while ID4 siRNA treatment resulted in a dramatic absence of red cells in MBs (Fig. 7B) indicating that ID4-knockdown cells could not participate with ID4-expressing cells (green control cells) in MB formation. Lastly, although GJB1 siRNA knockdown produced a defect in MB formation (data not shown), GJB1-knockdown cells could participate in MB formation (Fig. 7B).

The percentages of siRNA-treated (dsRednuc) and untreated (GFP) cells were monitored over time by FACS during this experiment to identify potential defects in proliferation or survival of ID4 and SOX2 knockdown cells that could account for their reduced presence in MBs (Fig. 7B). As shown, a reduction in red cell numbers was not sufficient to account for the partial or complete absence of red cells in MBs after SOX2 or ID4 knockdown. However, ID4 siRNA treatment appeared to have the most impact, with 30% fewer red cells present in the culture at 10 days as compared to the control.

### ID4 Knockdown Results in Progression of 1205Lu Melanoma Cells To a More Differentiated Phenotype

In several experiments in which 1205Lu ID4-knockdown cells were transferred to hESC medium (see Fig. 6A), we observed the dramatic appearance of cell differentiation features. That is, rather than hESC medium triggering the stem cell-like MB state, ID4-deficient cells appeared to proceed to a more differentiated state. Furthermore, we suspected that the reduced number of the red ID4 siRNA treated-cells in the mixing experiments (Fig. 7B) might reflect the reduced proliferation that accompanies cell differentiation.

Cells that failed to form MBs after ID4-knockdown appeared more spindle-shaped, and some showed long neural-like processes (Fig. 8A and B). We tested media conditions that might stabilize or enhance this differentiated phenotype. As such, once this spindle-shape morphology was observed, cells were transferred to either standard 1205Lu growth medium or specialized media. Standard media appeared to stabilize the spindle-shaped ID4-knockdown cells, but a more striking differentiation phenotype was observed in 254 melanocyte medium (Fig. 8B), as cells demonstrated long processes and higher levels of dendricity.

**Figure 8:**
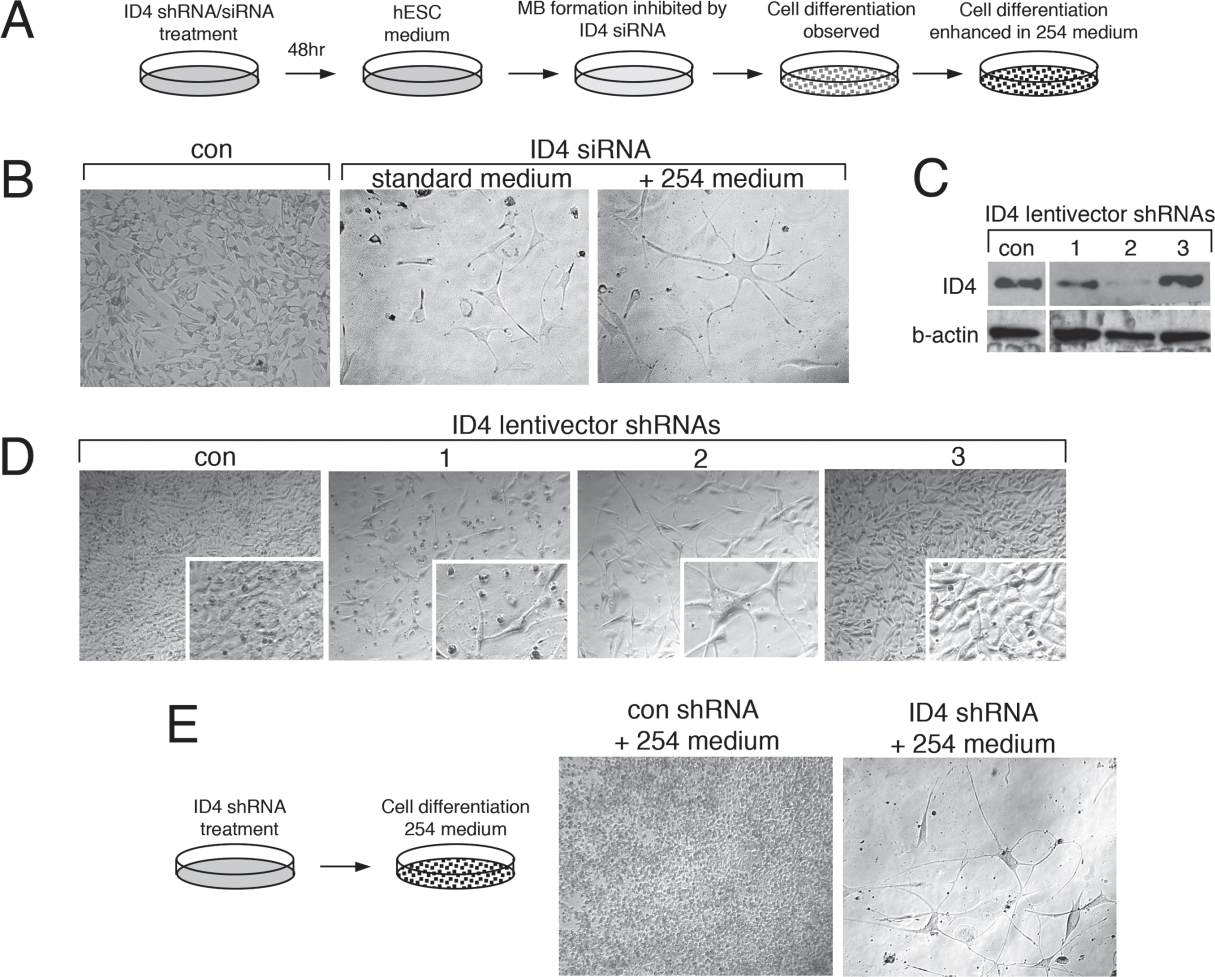
Knockdown of ID4 promotes differentiation of 1205Lu cells. **(A)** Diagram of experimental design. (**B)** Representative images showing differentiation phenotype of 1205Lu cells after ID4 siRNA knockdown, hESC media challenge (five days), and switching to 254 medium (96 hours). (**C)** Western blot testing of ID4 knockdown using shRNAs delivered by lentivectors. **(D)** Representative images showing differentiation phenotype of 1205Lu cells after ID4 shRNA knockdown and hESC media challenge. (**E)** Representative images showing differentiation phenotype after ID4 shRNA delivery to 1205Lu cultures without exposure to hESC medium. Phenotype was enhanced after 96 hours in 254 medium.

Although ID4 was highly upregulated in MBs, there was also detectable expression in 1205Lu monolayer cells (Fig. 4D and data not shown). We therefore next used lentivectors expressing ID4 shRNAs in an attempt to construct stable 1205Lu ID4-knockdown cells. The 1205Lu cell cultures were infected with lentiviral vectors encoding three independent shRNAs targeting ID4, as well as a control lentivector encoding a nonspecific shRNA sequence. As shown in Fig. 8C, the shRNAs showed variable effectiveness in knocking down ID4 (shRNA #2 > shRNA #1 > shRNA #3). We found that cells selected for stable ID4 knockdown with shRNA #2 rapidly demonstrated a more differentiated phenotype (Fig. 8D). Consistent with the knockdown efficiencies shown in Fig. 8C, ID4 shRNA#1 produced a mild differentiated phenotype, while shRNA#3 shRNA had no effect. The stable 1205Lu ID4 shRNA#2 knockdown cells also showed increased CFSE dye-retention as compared to controls, consistent with the slower growth rate expected for moving towards to a more differentiated state (S3 Fig.). Finally, switching of shRNA#2 knockdown cells to 254 medium again resulted in a dramatic phenotype as compared to cells treated with control shRNA (Figs. 8E and 9). Thus, ID4 appears to be key in restricting the transition of 1205Lu to a more normal, differentiated state.

**Figure 9:**
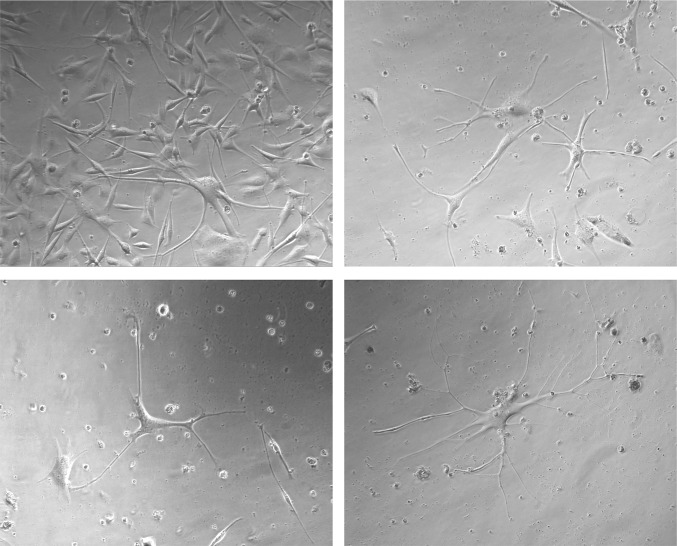
Representative images showing differentiation phenotype of 1205Lu cells after ID4 shRNA delivery, followed by growth in 254 medium for 96 hours.

## Discussion

Although numerous insights into melanoma biology have been made in the past thirty years, the exploration of new model experimental systems is needed to address emerging disease features and accompanying hypotheses, in particular with respect to the origins of heterogeneity. Although some recent work, described in the Introduction, has not supported a CSC model for melanoma, melanoma cells can express stem cell markers and display stem cell properties. We agree that melanoma cells that acquire stem cell features are best described as “stem-like” cells, indicating that they share some properties with normal stem cells, while not implying that they are CSCs [22]. Rather than playing roles as true CSCs, our observations suggest that stem-like cells in melanoma can serve as intermediates. The reversible phenotype-switching that we have observed has revealed cellular capabilities that might contribute to tumor heterogeneity and adaptability. Indeed melanoma cells in culture are able to switch phenotypes after clonogenic purification, resulting in mixtures of cell types, including stem cell-like and differentiated phenotypes [45]. Studies with other cancer models have indicated that incompletely differentiated cancer cells can dedifferentiate and acquire stem cell-like features [22,23,56]. Microenvironmental cues can also trigger stem/progenitor cell programming in melanoma, thereby hijacking developmental pathways to promote cancer hallmarks such as cell migration and invasion [10,21,24]. The re-expression of the embryonic Nodal signaling pathway is another example of exploitation of developmental pathways in melanoma [7]. Our intent was to develop a cell culture system that would functionally synchronize cultured melanoma cells in the most primitive stem cell-like state possible, and then identify genes that might regulate such phenotypic switching. We believe that if stem cell-like melanoma cells are important plastic intermediates, the genes that control phenotype-switching might serve as novel functional targets for therapy.

Primary melanoma cells, or cell lines, can be propagated as floating 3D spheroids [35]. Melanoma spheroid formation is typically promoted by simply blocking cell attachment, but floating spheroids will also form under stem cell conditions [28]. Numerous findings have indicated that melanoma spheroid cells have specialized properties, distinct from the monolayer from which they were derived. These properties include the ability to differentiate into a number of cell lineages when shifted to specialized growth media [19,24,27,35,36,57,58]. In melanoma cell culture systems, as well as numerous other cancers, 3D spheroid growth has also been reported to enrich for CSCs or TICs [35]. However, the usefulness of spheroids as an indicator of melanoma CSC behavior has been questioned [36]. Distinct from floating melanoma cell spheroids, we found that 1205Lu monolayer cells could form adherent spheroids (MBs) in hESC medium. This ability provided a technical advantage to study melanoma cell phenotype-switching, as cultures could be transitioned from 2D-monolayer growth, to 3D-stem cell-like spheroid growth, and then back to 2D-monolayer growth. Our goal was to monitor melanoma cells as they transit on this axis of distinct levels of differentiation, and thereby gain knowledge of factors that regulate these cellular dynamics.

Comparing the transcriptomes of 1205Lu cells grown as 3D-MBs versus 2D-monolayers revealed that only a small fraction of genes were differentially expressed based on our criteria. These differentially expressed genes in MBs (both upregulated and downregulated) were functionally clustered in a manner consistent with the predicted stem-like state of MB cells (Figs. 2 and 3). The MBs showed upregulation of developmental genes, and this profile shared features with both normal neural stem cells and glioma cancer stem cells [59]. Thus, our results join others that showed upregulation of developmental genes in melanoma spheroids [24].

Interestingly, MB cells showed downregulation of genes related to the invasive phenotype of melanoma (e.g., MMPs, cytokines, chemokines). This finding is seemingly at odds with previous reports that have demonstrated that cells from melanoma spheroids are more invasive and tumorogenic than their monolayer counterparts [27]. Of particular note, spheroid-derived 1205Lu cells have been previously demonstrated to be highly invasive [60]. However, we observed that after shifting 3D-MBs cells out of hESC medium to allow formation of a new 2D-monolayer (the NM sample), there was a coordinated reacquisition of invasive markers. Furthermore, our expression microarray data indicated enhanced upregulation of genes associated with invasiveness in the NM sample (S2 Fig.). We suggest that the tumorigenicity and invasiveness observed with spheroid-derived melanoma cells could be attributable to the rapid reacquisition of a highly aggressive phenotype as the cells exit the stem cell-like state. This may indicate a strategy for melanoma tumors to expand and seed metastasis using a stem-like cell intermediate, whereby cells might reacquire a “super aggressive” phenotype when environmental signals trigger exit from the stem-like state. In contrast to our findings, an earlier study [61] did not detect a stem cell transcriptome signature in melanoma spheroid cells, but rather an invasiveness signature. However, these spheroids were formed by blocking cell attachment rather than through hESC conditions. Indeed, a more recent report demonstrated differences in melanoma spheroids that are formed under stem cell conditions versus those formed by preventing attachment [37].

The neural transcriptional signature in stem-like 1205Lu MB cells (NOTCH1, SOX2, ID4, GFRA2, LGI4, S100A4, GJB1) might be expected, given that melanocytes originate from neural crest cells. Among the upregulated genes was S100A4, a member of the S100 protein family of proteins that serve as markers for human melanoma [5]. As mentioned, SOX2 has also been detected in human melanoma [6,13,19,20]. Our results also indicate that the transcriptional profile of MBs may signify the presence of functional stem-like cells as demonstrated by their plasticity and morphogenic activity. As shown in Fig. 4, and discussed above, staining of MBs with SOX2 and TUJ1 antibodies revealed a functional organization of cells within the MB. Furthermore, the 1205Lu MB environment could promote a striking neuronal morphology in HeLa cells (Fig. 4F), similar to that observed after overexpression of the neural developmental regulator Pax6 [50].

Based on the findings above, we considered that the MB-specific transcriptome might provide a means to identify stem cell factors upregulated in human melanoma. Indeed, a major finding of our work is that ID4 is highly expressed in a large fraction of melanoma tissues (Fig. 5). As is the case with other common melanoma markers [5], ID4 was also detectable in benign nevi, albeit at lower levels.

The ID4 family of transcriptional regulators share a leucine zipper domain with the bHLH transcription factors, but lack a DNA binding domain; these regulators inhibit bHLH transcription factors through formation of heterodimers that cannot bind to DNA [62,63]. ID4 has been previously associated with other human cancers, as both an oncogene and tumor suppressor gene [51,52,64–74]. One recent study has detected ID4 as an oncogene in ovarian cancer, and demonstrated that it is a valid therapeutic target [73]. This ovarian cancer study, and others, have provided some insights into the possible mechanistic roles of ID4 in cancer [67–69,75]. In our work, we detected ID4 as part of the upregulated stem cell-like expression profile in 3D-MB-derived cells. We used siRNA knockdown to investigate whether ID4 and other upregulated factors had potential “driver” functions in the observed reversible phenotypic switching. Transient ID4 siRNA knockdown completely blocked MB formation at an early step prior to cell aggregation, and knockdown cells were incapable of participating in MB formation with ID4-expressing cells (Fig. 6C and D, Fig. 7B). In contrast, immature MB cell aggregates were formed after SOX2 siRNA knockdown and these knockdown cells could still participate in MBs to some degree (Fig. 6C, Fig. 7B).

After transient ID4 siRNA knockdown, a striking differentiated neural-like phenotype was observed (Fig. 8), and this likely contributes to the inability of ID4-depleted cells to participate in MB formation (Fig. 7B). Although the ID4 knockdown cells showed this neural-like phenotype, we were unable to detect expression of any specific neuronal markers, such as TUJ1 (data not shown). However, a reduction in cell number after ID4 knockdown, suggests that slower proliferation might accompany the differentiation phenotype (Fig. 7B, S3 Fig.). Relevant to the neural-like phenotype enabled by ID4 knockdown, ID4 is known to regulate neuro-ectodermal development, neural differentiation, as well as adult neural stem cell processes [76,77]. In these settings, and in concordance with our results, ID proteins have been described as “inhibitors of differentiation” [76,78,79], and their function is to maintain an undifferentiated cell state until the appropriate time in development is reached.

We found that stable ID4 shRNA knockdown in 1205Lu cultures grown in standard conditions resulted in a uniform progression towards a normal differentiated state, and this effect could be enhanced using differentiation medium (Fig. 9). Similar, although less dramatic phenotypic changes were observed in other melanoma cell lines after ID4 shRNA treatment (data not shown). We describe the implication of this study’s findings in Fig. 10, as follows. ID4 is expressed at low levels in monolayer 1205Lu cells grown under standard conditions (Figs. 4 and 5). This low ID4 signal may signify a subset of cells that have spontaneously acquired stem cell-like transcription signatures and features. Under these standard growth conditions, shRNA knockdown of ID4 might interrupt phenotype-switching from the proliferative monolayer to stem-like cell states, and promote cell transit towards a default, more differentiated neuronal state. ID4 stable shRNA knockdown might thereby “trap” cells in the more differentiated state, and such cells would be expected to accumulate over time. That is, as ID4-deficient cells spontaneously shift to a more stem-like state, they would lose stem cell features and differentiate. Shifting the 1205Lu cultures to hESC medium appears to “synchronize” cells in this stem-like state, and thereby overall ID4 expression is dramatically increased as part of the stem cell signature (Fig. 4C).

**Figure 10:**
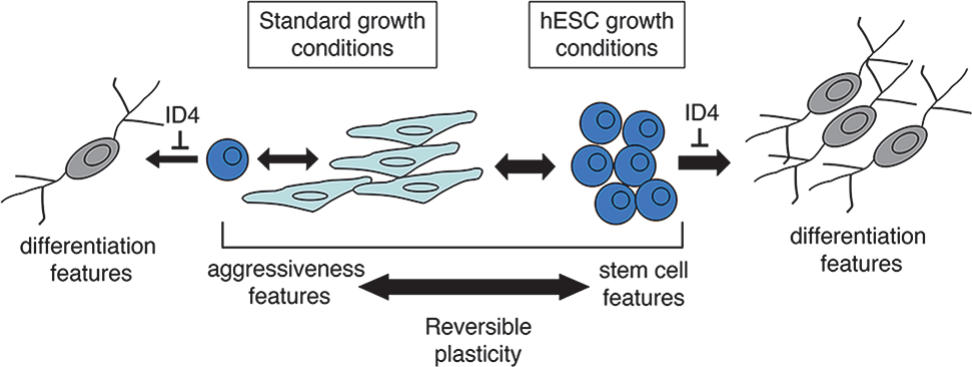
Model for role of ID4 as a differentiation guardian. Model proposes that melanoma cells can undergo phenotype-switching to acquire stem-like cell features. Growth in hESC media can synchronize this behavior. The proposed role of ID4 as part of the stem cell-like transcriptional signature is to act as a “differentiation guardian” to prevent progression of cancer cells to a more normal differentiated state.

In human melanomas, it appears that an embryonic pathway of differentiation produces areas of neuronal-like cells that participate in angiogenesis [80]. These findings suggest that neural differentiation of melanoma cells can indeed occur in specific areas within tumors. To our knowledge, there are no data addressing how the presence of such cells relates to aggressiveness of disease or patient survival. We suggest that therapeutic strategies aimed at driving widespread differentiation within the tumor may be useful. Our findings indicate that ID4 may be one of many targets, whose inhibition can result in progression to a more differentiated, neural-like state. The neural-like differentiated cells observed after ID4-knockdown were rapidly lost, even after culturing in differentiation medium. As such, we were unable to perform assays to test the prediction that these cells are less invasive then the parental monolayer cells. Future studies will be aimed at deriving culture conditions for these cells, identifying differentiation markers, and investigating their epigenetic stability.

We hypothesize that the developmental function of the ID4 gene as an inhibitor of differentiation is being exploited as a restrictive factor by melanoma cells to inhibit widespread terminal differentiation. The fraction of human melanoma tumor cells expressing ID4 was very high (Fig. 5), and this is generally consistent with our tissue culture model, where a majority of cells can acquire high ID4 expression under specific conditions (Fig. 4D). We suggest that the melanoma cell stem-like state provides several advantages, possibly in dissemination, or contributing to a highly plastic, adaptable state. Indeed, a critical feature of melanoma may be microenvironmental triggering of such an advantageous stem-like state. In this model, ID4 would serve as a “differentiation guardian,” functioning in a dynamic “as-needed” role as part of the stem cell signature to block transit of stem-like cells to a more differentiated normal state. In our model, ID4 would thereby act as an oncogene. A very recent study detected low levels of ID4 in 1205Lu cells and provided evidence that ID4 is indeed an oncogene [81]. These observations are generally consistent with our study, but further work will be required to link the findings.

In summary, in this work we used a melanoma cell line-based system to study processes that occur as melanoma cells move on the axis between stem cell-like and proliferative states, and identified ID4 as having a functional role in phenotype-switching. Disabling of ID4 leads to differentiation of human melanoma cells. Differentiation therapy is long standing concept, developed in the 1970s, which has been found to be quite promising in hematological cancers [82]. This approach exploits the principle that cancer cells are blocked in an incompletely differentiated state. The system developed in this study has the potential to reveal previously unidentified factors that may serve as targets or functional markers in melanoma diagnostics, prognostics, or therapy. Our current study suggests that oncogenic ID4 may very well constitute a putatively novel melanoma target. Efforts are underway to initiate broad siRNA-based screening to identify additional modulators of melanoma cell phenotype-switching.

## Supporting Information

S1 Fig Growth of 1205Lu cells in standard medium versus hESC medium. **A** Cells were grown in standard or hESC media for 24 hours, after which time they were pulse labeled with Carboxyfluorescein Succinimidyl Ester (CFSE) dye. Dye retention was measured by flow cytometry after four hours or five days in each medium. **B**. Cell cycle assays based on DNA content were carried out after 24 and 96 hours in hESC medium or standard medium.
(TIF) Click here for additional data file.

S2 Fig Increased expression of a gene set associated with the NM sample versus the OM sample. Results are extracted from the expression microarray data, and are shown as fold-upregulation in the OM and NM samples as compared to the MB sample. Filled red circles indicate genes associated with aggressive features of cancer cells.
(TIF) Click here for additional data file.

S3 Fig Effect of ID4 shRNA knockdown on cell growth. The 1205Lu cells were grown in standard media and infected with lentivirus vectors encoding ID4 or control shRNAs. Cell growth was monitored by dye retention as described in S1 Fig. Cells were pulsed with CFSE for one hour and FACS analysis was carried out after four hours or five days.
(TIF) Click here for additional data file.

S4 Fig Staining of normal skin with anti-ID4. Left panel show digital magnification of the normal skin sample shown in Fig. 5. Right panel shows a second sample of normal skin that is negative for ID4 staining.
(TIF) Click here for additional data file.

S1 Table MB-upregulated genes from the expression microarray. A total of 89 genes were upregulated. The fold-upregulation versus both the OM and NM samples is provided. The criteria used for inclusion in this list was that expression was at least 5-fold greater in MB samples than both the OM and NM samples (MB>OM, MB>NM).
(DOC) Click here for additional data file.

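Table S1 pairs an accession with the fold of MB over OM and over NM. On the probe with the highest mean signal, 88 of its 89 genes have a value here and 75 are 5-fold or more higher in both comparisons. For 33 of the 88, neither OM nor NM was well above background, and 48 were measured on all 3 arrays. Taking lower bounds where an array was at background, 56 genes were at least 5-fold higher in both. The spot of CRLF2 on MB was marked as an outlier and left out, and APOA1, printed in 10 spots, read 125 a.u. in 1 spot on MB, marked as an outlier, and between 5.24 and 14.1 a.u. in the other 9. Of the genes in this table, 40 have a probe that is above 100 a.u. on MB and at background on OM and NM, and 16 of these 40 lie within 2 positions of another such spot on the array.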

S2 Table MB-downregulated genes from the expression microarray. A total of 41 genes were downregulated. The fold-downregulation versus both the OM and NM samples is provided. The criteria used for inclusion in this list was that expression was at least 5-fold lower in MB samples than both the OM and NM samples (MB<OM, MB<NM).
(DOC) Click here for additional data file.

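Table S2 gives the folds of OM and NM over MB. On the probe with the highest mean signal, 38 of its 41 genes were 5-fold or more lower in MB in both comparisons, and 41 were when any probe of the gene counted. In 31 of the 41, MB was well above background, and in 10 it was not, so their folds are lower bounds. With these genes at their bounds, the median among the 38 was at least 7.68-fold against OM and at least 12.5-fold against NM. The 3 genes that missed the threshold against OM were CXCL2, CXCL3 and NKD2, the last at 1.90-fold.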

S1 Methods Materials And Methods for experiments shown in S1 and S3 Figs. (DOC) Click here for additional data file.

# Supplementary material for: Inhibitor of DNA Binding 4 (ID4) Is Highly Expressed in Human Melanoma Tissues and May Function to Restrict Normal Differentiation of Melanoma Cells
**Source:** PLoS One. 2015 Feb 2;10(2):e0116839. doi: 10.1371/journal.pone.0116839
**Supplement:** S1 Table — A total of 89 genes were upregulated. The fold-upregulation versus both the OM and NM samples is provided. The criteria used for inclusion in this list was that expression was at least 5-fold greater in MB samples than both the OM and NM samples (MB>OM, MB>NM).

**Table S1**

# Supplementary material for: Inhibitor of DNA Binding 4 (ID4) Is Highly Expressed in Human Melanoma Tissues and May Function to Restrict Normal Differentiation of Melanoma Cells
**Source:** PLoS One. 2015 Feb 2;10(2):e0116839. doi: 10.1371/journal.pone.0116839
**Supplement:** S2 Table — A total of 41 genes were downregulated. The fold-downregulation versus both the OM and NM samples is provided. The criteria used for inclusion in this list was that expression was at least 5-fold lower in MB samples than both the OM and NM samples (MB<OM, MB<NM).

**Table S2**

| **Accession#** | **Gene** | **Description** | **MB<OM** | **MB<NM** |
| --- | --- | --- | --- | --- |
| NM_005502 | ABCA1 | ATP-binding cassette transporter | 74.57 | 98.13 |
| NM_174858 | AK5 | adenylate kinase 5 | 8.87 | 7.69 |
| NM_153228 | ANKFN1 | ankyrin-repeat and fibronectin type III | 14.33 | 50.51 |
| NM_004024 | ATF3 | activating transcription factor 3 | 5.41 | 10.46 |
| NM_138553 | BCL11A | B-cell CLL/lymphoma 11A | 10.36 | 14.43 |
| NM_024111 | CHAC1 | cation transport regulator-like 1 | 14.3 | 18.03 |
| NM_004895 | CIAS1 | cold autoinflammatory syndrome 1 | 5.63 | 12.73 |
| NM_005203 | COL13A1 | collagen, type XIII, alpha 1 | 9.55 | 9.67 |
| NM_001511 | CXCL1 | chemokine (C-X-C motif) ligand 1 | 5.88 | 26.50 |
| NM_004887 | CXCL14 | chemokine (C-X-C motif) ligand 14 | 19.55 | 18.38 |
| NM_002089 | CXCL2 | chemokine (C-X-C motif) ligand 2 | 5.18 | 30.55 |
| NM_002090 | CXCL3 | chemokine (C-X-C motif) ligand 3 | 11.62 | 45.61 |
| NM_001554 | CYR61 | cysteine-rich, angiogenic inducer, 61 | 12.06 | 9.67 |
| NM_019058 | DDIT4 | DNA-damage-inducible transcript 4 | 5.85 | 9.84 |
| NM_012242 | DKK1 | dickkopf homolog 1 | 6.27 | 6.65 |
| NM_001393 | ECM2 | extracellular matrix protein 2 | 6.58 | 17.05 |
| NM_144503 | F11R | F11 receptor (F11R) | 13.21 | 10.22 |
| NM_030797 | FAM49A | family with sequence similarity 49, member A | 12.62 | 39.47 |
| NM_000148 | FUT1 | fucosyltransferase 1 (galactoside 2-alpha-L-fucosyltransferase | 31.5 | 364.7 |
| NM_000853 | GSTT1 | glutathione S-transferase theta 1 | 6.71 | 26.57 |
| NM_002141 | HOXA4 | homeobox A4 | 5.79 | 6.72 |
| NM_000575 | IL1A | interleukin 1, alpha | 56.16 | 22.03 |
| NM_000576 | IL1B | interleukin 1, beta (IL1B) | 5.54 | 9.48 |
| NM_000600 | IL6 | interleukin 6 (interferon, beta 2) | 9.08 | 16.25 |
| NM_000584 | IL8 | interleukin 8 | 14.9 | 88.31 |
| NM_000237 | LPL | lipoprotein lipase | 7.68 | 9.50 |
| NM_007161 | LST1 | leukocyte specific transcript 1 | 9.32 | 8.61 |
| NM_002421 | MMP1 | matrix metallopeptidase 1 | 11.89 | 9.53 |
| NM_004994 | MMP9 | matrix metallopeptidase 9 | 6.72 | 13.70 |
| NM_024761 | MOBKL2B | Mps One Binder kinase activator-like 2B | 8.94 | 26.93 |
| NM_033120 | NKD2 | naked cuticle homolog 2 | 5.14 | 7.45 |
| NM_004563 | PCK2 | phosphoenolpyruvate carboxykinase 2 | 5.62 | 10.81 |
| NM_058179 | PSAT1 | phosphoserine aminotransferase 1 | 6.22 | 14.33 |
| NM_002852 | PTX3 | pentraxin-related gene, rapidly induced by IL-1 beta | 7.92 | 8.66 |
| NM_171998 | RAB39B | member RAS oncogene family | 30.15 | 60.98 |
| NM_002888 | RARRES1 | retinoic acid receptor responder | 5.14 | 10.1 |
| NM_003835 | RGS9 | regulator of G-protein signalling 9 | 6.91 | 15.02 |
| NM_144569 | SPOCD1 | SPOC domain containing 1 | 7.54 | 6.22 |
| NM_003714 | STC2 | stanniocalcin 2 | 13.03 | 25.19 |
| NM_014848 | SV2B | synaptic vesicle glycoprotein 2B | 13.03 | 37.85 |
| NM_001561 | TNFRSF9 | tumor necrosis factor receptor | 10.59 | 76.1 |

# Supplementary material for: Inhibitor of DNA Binding 4 (ID4) Is Highly Expressed in Human Melanoma Tissues and May Function to Restrict Normal Differentiation of Melanoma Cells
**Source:** PLoS One. 2015 Feb 2;10(2):e0116839. doi: 10.1371/journal.pone.0116839
**Supplement:** S1 Methods

**Methods S1. Materials And Methods for experiments in Figures S1 and S3.**

**Cell growth assay.**

Dye-labeling was used to monitor cell growth over time under standard and hESC growth conditions. Dye retention was measured using the Guava EasyCyte instrument (EMD Millipore, Billerica, MA). Cells (5 X 104) were plated in 24-well dishes overnight. After a PBS wash, cells were pulsed for 15 min using the Carboxyfluorescein Succinimidyl Ester (CFSE) reagent component of the Guava Cell Growth Kit for Flow Cytometry (cat. no. 4500-0270, EMD Millipore, Billerica, MA), at a final concentration of 2.5μM in PBS. Cells were washed with RPMI-1640 media (without serum) and then propagated in standard (RPMI-1640 medium, 10% FCS) or hESC culture media with replenishment every 24 hours. Cell samples were analyzed at different time points to quantitate dye retention.

**Cell cycle assay.**

Cell cycle assays were performed using Guava Cell Cycle Reagent for Flow Cytometry (cat. no. 4500-0220, EMD Millipore, Billerica, MA) according to the manufacturer protocol. Briefly, cells were plated in 96 well dishes (2.5 X 104 cells per well) and left to adhere overnight. Cells were trypsinized, collected by centrifugation, and fixed in 70% ethanol overnight at -20 °C. Cells were then washed with PBS and stained with Guava Cell Cycle Reagent for 30 min at room temperature. Samples were read and analyzed using the Guava EasyCyte instrument.

How the deposited data were processed for this re-analysis (not part of the article)

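Total RNA from 3 populations of a melanoma line was hybridised to 3 arrays, 1 for OM, 1 for MB and 1 for NM, all on 1 slide, so slide and scan do not differ between populations. For each array the authors deposited the intensity of every spot as Feature Extraction (version 9.5.3.1) gave it, with the local background subtracted and low values replaced by a surrogate, on a linear scale in arbitrary units. The series value table the authors deposited holds the same intensity values (130128 of 130128 within 0.1%), and it served as an alternative. No scaling between arrays had been applied.

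From these values, control spots and spots marked as outliers were left out, spots of the same probe were averaged, and each array was divided by the arithmetic mean of 3 housekeeping genes, GAPDH, ACTB and HSP90AA1, each taken from its probe printed in 10 spots. The paper's text names HSP90 without the gene, and HSP90AA1 was taken because it has a probe printed in 10 spots. A probe passed at 5-fold with the brighter array above 100 a.u. unscaled, and a known gene has a RefSeq NM_ accession and no provisional name. Genes were represented by the probe with the highest mean signal over the 3 arrays. A probe not well above background on the dimmer array has only a lower bound. With 1 array per population no test across samples was run and no p-value is given. Precision is limited by the number of arrays, and the spread over replicate spots is technical.

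Gene names are those on the array, matched to a current gene table (GRCh38.p14, names only) for 23434 probes by accession, 2317 by symbol and 1043 by synonym, while 14206 kept the name on the array. Coordinates are those of the deposited files in hg17. Genes named in the text are those the paper names from the arrays, the 5 with the largest fold up and the 5 with the largest fold down against OM among genes past 5-fold against both OM and NM (ranked by the ratio of signals, those at background included), genes of Tables S1 and S2 that miss 5-fold or differ from the table by over 1.5 times, and members of 15 fixed gene sets. Each set's median log2 ratio was placed among 10000 random lists matched on mean signal in 40 bins, over 13749 measured genes, and counts as outside them in their lowest or highest 0.5%. The positions of spots above 100 a.u. on a single array were compared with 1000 random draws.

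The alternatives were scaling to the 75th percentile, quantile normalization, no scaling, spike-in scaling (7 probes), the mean of 3 single-gene folds, the geometric mean of the housekeeping genes, HSP90AB1 for HSP90AA1, 6 housekeeping genes, normexp background correction (limma 3.58.1 in R 4.3.3, offset 50), no background subtraction, other filters on dim signals, outlier spots kept, other rules for gene names and for several probes of a gene, and the deposited value table. The slide could not be used as a block because it does not differ between arrays. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9. On simulated arrays for MB against OM with 41000 probes, of which 200 were changed, 100 of the 100 genes changed by more than 5-fold were called, and 0 of the 100 changed by less and 0 unchanged genes were. The changed genes had 1 probe each, above 100 a.u. on OM, and folds farther from 5 than the simulated noise. No signal local to single spots was simulated. The result therefore checks the counting and does not cover calls with an array at background. Gene Ontology categories were not analysed here.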

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

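The gene sets and the test of scaling were set before its result was seen, while the tests of single spots and of the genes of Tables S1 and S2 were parted by set after their results were seen. Both results below were singled out as signals in genes the paper does not discuss.

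The sterol synthesis set (24 genes, 23 measured) had a median log2 ratio 1.26 above the middle of its matched lists for MB over OM and 1.31 above it for MB over NM, and all 23 measured genes were higher in MB than in either monolayer. Without the genes of Tables S1 and S2 the differences were 1.27 and 1.26. HMGCS1 read 3982 a.u. on OM, 27186 on MB and 4719 on NM, and DHCR7 read 10134, 54842 and 13265 a.u.

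The amino acid response set (ATF4 targets, 30 genes, 29 measured) differed from the middle of its matched lists by -1.66 for MB over OM and -2.50 for MB over NM, and 28 of the 29 measured genes were lower in MB in each comparison, the exception being ATF5. Without the genes of Tables S1 and S2 the differences were -1.53 and -1.86. ASNS read 191608 a.u. on OM, 42590 on MB and 366205 on NM.

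These sets are 2 of the 4, among 15, whose median lay outside its matched lists, that is, in their lowest or highest 0.5%, in the same direction against both OM and NM. The tables argue against scaling of the arrays as the cause, since all 4 of the 4 sets stayed outside under quantile normalization, which, unlike a single factor per array, can move a set relative to its lists. They argue against signal local to single spots, since 91.3% of the other probes of the member genes of these 2 sets moved the same way, 10 of 10 for sterol synthesis, where 62.8% of the other probes of all genes were higher, and 11 of 13 for the amino acid response, where 37.2% were lower. The genes of Tables S1 and S2 alone are argued against for the sterol synthesis, amino acid response and NF-kB sets, since these 3 stayed outside without those genes. The MB cells were kept in hESC medium and OM in standard medium, and NM returned to standard medium, so growth in another medium, the MB state and differences between single cultures were not separated and stay open as untested explanations.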

How the results depend on the processing

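The alternatives were fixed before the data were examined, apart from 2 chosen after seeing the data, the last spot of each probe with the mean of 3 single-gene folds, and the removal of bright spots beside one another. No paired analysis was possible because there is 1 array per condition. The slide as a block was not run because all arrays share it. The deposited value table gave the same counts as the scanner values.

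No set median outside its matched lists changed sign under the alternatives run. Of 443 values for the main comparisons under alternatives, 367 stayed within the stated limits (1.5 times for counts, the technical SD for medians) and 76 did not. Some alternatives cannot move some values: the deposited value table holds the same intensities, and a single factor per array leaves set medians relative to matched lists unchanged. The tally is therefore not a measure of stability. The neural stem cell genes past 5-fold over OM numbered 6 under each alternative run except normexp correction and no background subtraction, with 5, and those past 5-fold over NM ran from 5 to 7.

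With normexp background correction the known genes were 47 higher and 33 lower in MB than OM, 83 and 98 for NM, and 29 and 24 for both. Table S1 then had 28 genes 5-fold in both comparisons and Table S2 had 23. The probes past 5-fold were 116 for MB and OM, 314 for MB and NM and 56 for NM and OM. With no background subtracted the known genes were 59 and 36 (OM), 95 and 110 (NM) and 35 and 26 (both), Table S1 had 33 and Table S2 24, and the probes were 138, 390 and 87. Both alternatives add background to dim signals, which lowers the folds of dim genes by construction.

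With both arrays well above background, 87 known genes were higher and 52 lower in MB than OM and 48 were higher than both, and the probes past 5-fold were 215, 594 and 144. With 100 a.u. required in both arrays the counts were 53 and 28 (OM), 94 and 90 (NM) and 27 and 25 (both). These filters leave fewer genes by construction. No minimum signal gave 213 and 162 (OM) and 281 lower than NM, and any gene name gave 205 and 134 (OM), 589 and 320 (NM) and 153 higher than both, since more genes can count. Without the bright spots beside one another, the known-gene counts stayed within 1.5 times.

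Scaling to the spike-ins moved the share of higher calls most, to 46.4% from 60.8% of the known genes for OM, to 45.5% from 55.8% for NM and to 51.6% from 65.5% for both. With it more known genes were lower than higher in MB, 111 against 96 for OM and 220 against 184 for NM. Against NM this also held under 75th percentile, quantile and geometric mean scaling, the mean of 3 single-gene folds, normexp correction and no background subtraction. Spike-in scaling moved the median log2 ratio of all measured probes to -0.20 for MB over OM. No scaling moved that of MB over NM to 0.24, and 6 housekeeping genes moved it to 0.25. Set medians are given relative to matched lists, so a single factor per array leaves them unchanged.

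The set medians that moved by more than the technical SD follow, relative to matched lists, and the cause was not tested. With normexp correction, MB over OM was -0.39 for LXR targets, -1.57 for the amino acid response, 0.34 for PPAR targets, 0.27 for melanocyte differentiation, -0.50 for pluripotency, -0.023 for NOTCH response and -1.12 for NF-kB response. MB over NM was -0.54 for LXR targets, 0.23 for PPAR targets, 0.13 for melanocyte differentiation, -0.41 for pluripotency, -0.31 for NOTCH response, -1.89 for NF-kB response and -0.38 for matrix metalloproteinases. Without the genes of Tables S1 and S2, MB over OM was -0.34 for LXR targets, -1.53 for the amino acid response, 0.43 for PPAR targets, -0.46 for the ID family, -0.69 for NF-kB response and 0.11 for matrix metalloproteinases, and MB over NM was -0.42 for LXR targets, -1.86 for the amino acid response, 0.13 for the ID family, -1.62 for NF-kB response, -0.21 for YAP targets and -0.49 for matrix metalloproteinases. With quantile normalization, MB over OM was -0.031 for hypoxia and 0.066 for matrix metalloproteinases, and MB over NM was 0.16 for melanocyte differentiation, -2.62 for NF-kB response and -0.094 for YAP targets. With the median over all probes of a gene, NF-kB response was -1.41 over OM, and MB over NM was -0.059 for proliferation and -0.13 for YAP targets.

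Signal over background limits these results: 70.1% of probes on OM, 71.0% on MB and 64.7% on NM were well above it, and 33 of 88 genes of Table S1 rest on probes at background on both monolayers.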

Differences from the paper's values

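The paper counts 215 probes lower in MB than NM past 5-fold and above 100 a.u., and 346 were counted here. Of the 18 alternatives set before the data were examined, no scaling, 6 housekeeping genes, normexp correction, no background subtraction and both arrays well above background came within 1.5 times of the paper's count, and the other 13 did not. For known genes lower in MB than OM the paper's count is 56 and the count here is 85, and of 20 alternatives only both arrays well above background came within 1.5 times. For known genes lower in MB than NM the paper's count is 111, against 185 here, and 6 of 20 alternatives came within 1.5 times, the 5 just named and 100 a.u. in both arrays. The paper states that 18 of the Table S2 genes were increased in NM over OM, and 32 were higher here, between 29 and 32 under the 10 alternatives, none within 1.5 times of the paper's number. The paper's own Table S2 folds give 33 genes higher in NM and 17 that are 2-fold or more higher, and 15 were 2-fold or more higher here. The paper's NOTCH1 fold of MB over NM is 8, against 5.10 here, and of 13 alternatives no scaling (5.69) and 6 housekeeping genes (5.70) came within 1.5 times of it.

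Fig. 2B shows ACTB at about 450000 a.u. on OM, about 470000 on MB and about 440000 on NM, read by eye, where the probe printed in 10 spots gave 88090, 100536 and 76315 here. It shows LDHA at about 220000 on OM, about 200000 on MB and about 200000 on NM, where the mean of its probes was 118107, 110766 and 109436, and ACTG1 at about 87000 a.u. on NM, where the mean of its probes was 159961. Single probes of these genes read 451948, 466562 and 441015 a.u. for ACTB, 217354, 203328 and 198115 for LDHA, and 87035 for ACTG1 on NM, although the legend of Fig. 2B describes an average over 10 spots. No alternative was set for these unscaled signals.

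In Table S1, several folds differ on the brightest probe of the gene and come within 1.5 times of the paper's value when any probe counts, with none of the other 14 alternatives doing so except where stated. For MB over OM the paper's fold and the value here are 15.35 and 0.942 for AGBL3, 8.15 and 4.28 for AVIL, 28.74 and 6.20 for DPT, 13.32 and 3.31 for EDNRB, 5.09 and 2.54 for ENC1 (also reached by the median over probes, 3.60), 28.28 and 0.818 for HIST1H2BN, 10.9 and 2.22 for PLXNA2 and 6.96 and 1.01 for TTC30A. For MB over NM they are 32.01 and 0.715 for AGBL3, 12.62 and 5.98 for AVIL, 19.97 and 4.71 for DPT, 8.49 and 2.34 for EDNRB, 12.49 and 5.14 for ENC1, 13.87 and 4.98 for FGFR1, 7.37 and 3.41 for GPR155 (also reached by the median over probes, 5.16), 15.72 and 1.11 for HIST1H2BN, 24.36 and 5.02 for MCF2L and 9.95 and 0.978 for TTC30A.

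The remaining Table S1 folds behave otherwise. FBXL13 is 5.35 over OM in the paper and 1.3 here, and MCF2L is 56.15 over OM in the paper and 3.37 here, and none of the 15 alternatives reaches either. PLXNA2 over NM is 16.34 in the paper and 4.97 here, reached only by the median over probes (11.96). FLRT2 over OM is 5.79 in the paper and 9.54 here, reached by 75th percentile and spike-in scaling, normexp correction, no background subtraction and the median over probes. RASL12 over NM is 7.19 in the paper and 26.6 here, and none of the 15 alternatives reaches it, while the closest probe on its last spot with the mean of 3 single-gene folds, a setting chosen after seeing the values, gives 7.17. With the last spot of each probe and the mean of 3 single-gene folds, chosen after seeing the values, a probe of each gene named in this and the preceding paragraph comes within 1.5 times of the paper's fold, except FBXL13 and MCF2L over OM and PLXNA2 over NM. CRLF2 has no value here because its MB spot is marked as an outlier, and with outlier spots kept it is 35.5-fold over OM and 33.4-fold over NM. No fold is given for APOA1, which is at background on all 3 arrays, and with outlier spots kept its fold over OM is 3.92, while the last-spot setting, chosen after seeing the values, gives 25.5 over OM and 16.0 over NM.

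In Table S2, CXCL3 is 11.62-fold lower in MB than OM in the paper and 3.81-fold here, and 45.61-fold lower than NM in the paper and 20.7-fold here. NKD2 is 5.14-fold and 7.45-fold in the paper and 1.90-fold and 2.54-fold here. Each of these comes within 1.5 times of the paper's value when any probe counts, and under no other of the 15 alternatives. SV2B is 13.03-fold lower than OM in the paper and 7.47-fold here, reached with spike-in scaling alone. With the mean of 3 single-gene folds, 55 of the 89 genes of Table S1 and 34 of the 41 of Table S2 have a probe within 5% of both of the paper's folds, against 13 and 1 under the setting used here. The last spot of each probe with that scaling, chosen after seeing the values, gives 56 and 34, and brings CXCL3 and NKD2 but not SV2B within 1.5 times.

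The paper describes longer probes than those in the deposited files, which are 60 bases. It announces 1 more gene related to invasiveness than it lists among those increased in NM. In Fig. 2C the colours for the 2 comparisons are exchanged relative to Table S1 for SOX2, which was 14.6-fold higher in MB than OM and 24.9-fold higher than NM here.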

Other observations

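The tests of bright spots that lie side by side, of the other probes of Table S1 genes, and of single spots and of the genes of Tables S1 and S2 for the LXR and NF-kB sets were chosen in this form only after the result was seen, and those of the layout and of the counts against NM were set before.

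On the MB array, 76 spots were above 100 a.u. and well above background while the same spots were at background and at least 5-fold dimmer on OM and NM. Of these, 27 lay within 2 positions of another such spot, against a mean of 1.46 and a highest value of 8 in 1000 random draws from the 12265 spots at background on OM and NM. Such spots also lay close together on the other arrays, with 19 of 39 such spots on OM (highest draw 6) and 29 of 62 on NM (highest draw 8). For probes measured on all 3 arrays and 5-fold higher in MB than OM, 4 of 117 lay so close, against a mean of 3.76 in the draws, which argues against a layout that places probes that change together side by side. Signal local to a patch of the MB array cannot be told apart from other causes. Of the dim spots directly beside the bright ones, 18.9% (10 of 53) were well above background on MB, against 7.71% of those over 5 positions away and at most 20.8% in 1000 draws of as many, and their median log2 ratio of MB to OM was -0.07, within the draws (-0.11 to -0.06). Neighbours that were bright themselves are left out of this test, which keeps the explanation open. On OM and NM the same shares, 53.1% and 26.7%, were above every draw (at most 21.9% and 8.89%). Of the 40 genes of Table S1 with such a probe, 16 have it beside another, including HIST1H2BN and ZNF533, named here after their values were seen, which are neighbours.

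For the Table S1 genes whose probe with the highest mean signal was at background on OM and NM, 6.67% of the other probes (1 of 15) were 5-fold higher in MB than OM, against 69.2% (27 of 39) for genes measured on all 3 arrays. The second share is raised by construction, since genes such as AGBL3 and HIST1H2BN miss 5-fold on their brightest probe and pass on another. The passing probes of these 2 genes are themselves bright on MB alone. A higher transcript level in MB cannot be told apart from signal of single spots by this test, because the genes are near the background and their other probes could be too weak to respond.

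More known genes passed 5-fold against NM (419) than against OM (217). A lower signal over background on NM is argued against as the cause, since the ratio of these counts was 2.09 with both arrays well above background and 1.93 without that filter. On NM, probes of the same gene could disagree. For ACTB, NM over OM unscaled ran from 0.623 to 0.976 across probes, and for ACTG1 from 0.668 to 0.987. For MB over OM the ranges were 0.967 to 1.14 and 0.895 to 1.01. The VIM probes agreed on NM (0.994 and 1.01). Differences between single cultures or in the quality of the RNA were not tested and stay open.

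The other fixed sets gave the following medians, with percentiles among matched lists. The LXR targets had -0.65 for MB over OM (percentile 0.01) and -0.78 for MB over NM (percentile 0.26), the hypoxia set -0.06 (9.51) and -0.39 (1.46), the PPAR targets 0.66 (99.9) and 0.41 (95.8), and the YAP targets -0.09 (6.74) and -0.43 (1.12). The ID family, 4 genes that include ID4, had 0.26 (62.9) and 0.34 (74.6), the BMP response -0.04 (18.6) and 0.30 (85.0), and the NOTCH response 0.23 (60.2) and -0.40 (5.76). For MB over NM, proliferation had -0.0085 (65.7) and melanocyte differentiation 0.32 (81.3). For NM over OM, the amino acid response had 0.80 and the NF-kB response 1.11, both above every matched list. The hypoxia set, at 0.48 (percentile 99.95), and the YAP targets, at -0.19 (percentile 0.46), also lay outside their matched lists for NM over OM.

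The LXR and NF-kB sets also lay outside their matched lists against both monolayers. With normexp background correction the LXR set was at percentile 0.49 against OM and 0.68 against NM, so against NM it no longer lay outside. Of the other probes of the member genes, 50.0% moved the same way for the LXR set (3 of 6) and 60.0% for the NF-kB set (3 of 5), where 37.2% of the other probes of all genes were lower. For the LXR set, signal local to single spots cannot be told apart from a change of the set, because these other probes are too few. For the NF-kB set, 8 genes are printed in 10 spots, and 7 of the 8, without PTGS2, were lower in MB than both OM and NM, NFKB1 only marginally against OM (0.999 of its signal). The median log2 ratio of the 8, -1.71 over OM and -2.50 over NM, lay below every matched list, which argues against signal local to single spots as the whole cause. ABCA1 is the only gene of the LXR set in Tables S1 and S2. Without it the median of the set was at percentile 5.72 for MB over OM and 7.62 for MB over NM. ABCA1 is therefore a candidate explanation for the set lying outside its lists. Still, 8 of the 10 genes of the set, ABCA1 among them, were lower in MB in each comparison. Growth in another medium, the MB state and differences between single cultures were not tested and stay open.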
